# Astrocyte specification in the mouse septum is shaped by both developmental origin and local signals

**DOI:** 10.1038/s41593-025-02007-z

**Published:** 2025-07-28

**Authors:** Yajun Xie, Christopher M. Reid, Miguel Turrero Garcίa, Fiona Dale-Huang, Alejandro A. Granados, Yi Lu, Jiwen Li, Sarah M. Hanson, Walter R. Mancia Leon, Jonathan Liu, Manal Adam, Olivia Mosto, Angela O. Pisco, Ye Zhang, Arturo Alvarez-Buylla, Corey C. Harwell

**Keywords:** Glial development, Differentiation

## Abstract

Astrocyte specification during development is influenced by both intrinsic and extrinsic factors, but the precise contribution of each remains poorly understood. Here we show that mouse septal astrocytes derived from *Nkx2.1*- and *Zic4*-expressing progenitor zones are primarily allocated into the medial septal and lateral septal nuclei, respectively. Astrocytes in these areas exhibit distinctive molecular and morphological features. Using single-nucleus RNA sequencing, we traced the developmental trajectories of cells in the septum and found that neurons and astrocytes undergo region-specific and developmental-stage-specific local cell–cell interactions. Expression of the morphogens sonic hedgehog and fibroblast growth factors by medial septal and lateral septal neurons, respectively, promote the specification of astrocytes in each region. Finally, heterotopic cell transplantation studies showed that septal astrocyte specification depends on the local microenvironment, regardless of developmental origin. Our data highlight the importance of the local environment in determining astrocyte functional specialization.

## Abstract (web summary)

The relative contribution of intrinsic and extrinsic factors to astrocyte heterogeneity is unknown. Using heterotropic transplantation of septal astrocytes with distinct lineage origins, we show that local factors specify their ultimate identities.

## Main

The septal area, situated in the ventral forebrain, governs a diverse array of behaviors related to memory, movement, mood and motivational processes^1–4^. There has been substantial recent progress in delineating the roles of genetically defined septal neuron types^5–12^. However, there remains a gap in understanding the extent and functional relevance of glial cell diversity in the septum. It is now appreciated that glial cells notably contribute to neural circuit function and behavior outputs^13–16^. Therefore, it is important to understand the heterogeneity of glial cell types within the septal area, to complement our knowledge of the functional diversity of septal neurons.

Astrocytes are an abundant glial cell type extensively distributed throughout the central nervous system (CNS). There is a growing recognition of the morphological and molecular diversity exhibited by astrocytes in different CNS regions^17–21^. However, the developmental mechanisms underlying the diversification and functional specialization of astrocytes to support a wide range of neural circuits are not understood. It is widely recognized that astrocyte specification is shaped by the interplay of intrinsic factors related to developmental origins or progenitor lineages and extrinsic factors derived from the local cellular environment^22–24^. However, the precise roles and contributions of each of these factors have yet to be determined.

Here, by combining genetic fate mapping with single-nucleus RNA sequencing (snRNA-seq), we identified two distinct astrocyte populations residing in the medial septum (MS) and lateral septum (LS). Beyond their anatomical allocation, these two astrocyte populations are also distinguished by their developmental origins and their molecular and morphological properties. Many of the genes that distinguish MS and LS astrocytes are downstream transcriptional targets of sonic hedgehog (SHH) and fibroblast growth factor (FGF) signaling, two neuron-derived secreted factors expressed in the MS and LS, respectively. To determine the precise role of local environmental cues in specifying the distinctive features of MS and LS astrocytes, we performed heterotopic transplantations of cells derived from either lineage and found that transplanted astrocytes adopted morphological and molecular features of astrocytes in the host region, regardless of their developmental origin. Together, our findings indicate that neuron-derived factors have a profound impact on shaping the specialized properties of astrocytes within their local environment and exemplify the remarkable plasticity of astrocytes to adapt to their surroundings.

## Results

### Allocation of *Nkx2.1*- and *Zic*-derived septal astrocytes

Nkx2.1 and Zic transcription factors are highly expressed in distinct progenitor domains during embryonic stages^5,7,25,26^. To determine the specific contribution of Nkx2.1 progenitors to septal astrocyte diversity, we used the Nkx2.1-Cre mouse line crossed with the Sun1GFP reporter line to label cells with a history of *Nkx2.1* expression. Immunostaining the septum of postnatal day (P) 30 Nkx2.1-Cre;Sun1GFP mice with the astrocyte marker Sox9 revealed that most Sox9^+^ astrocytes (74%) in the MS have a history of *Nkx2.1* expression^5,12^. In contrast, there are fewer *Nkx2.1*-derived astrocytes in subdivisions of the LS (dorsal (d)LS: 0.1%; intermediate (i)LS: 2%; and ventral (v)LS: 12%; Fig. 1a,b), mirroring oligodendrocyte lineage patterns (Extended Data Fig. 1a,b). Sun1GFP-positive astrocytes in the MS make up 18% of all *Nkx2.1*-derived cells (Fig. 1c), in addition to other neuronal and glial cell types within the MS^5,7^ (Extended Data Fig. 1c). To determine the contribution of Zic-expressing progenitors to astrocytes in the septum, we generated a Zic4Cre;Sun1GFP reporter mouse line. Our staining indicated that LS, but not MS, astrocytes are mainly derived from *Zic4*-expressing progenitors (dLS: 77%; iLS: 78%; vLS: 71%; and MS: 13%) and make up <20% of all Zic4 lineage cells (Fig. 1d–f and Extended Data Fig. 1d–f)^5–7,27^. We stained for Sox9 combined with lineage markers in both wild-type (CD1) mice and the astrocyte reporter line Aldh1l1Cre-EGFP, and observed that astrogenesis is already present in MS and LS, respectively, as early as embryonic day (E)14 (Extended Data Fig. 1g,h). *Nkx2.1*-expressing astrocyte progenitors are mainly located in the medial ganglionic eminence (MGE) and preoptic area (POA), whereas the *Zic*-expressing astrocyte progenitors are enriched in the embryonic septum^28–30^. Taken together, our data suggest that MS and LS astrocytes are mostly derived from distinct progenitor domains (Fig. 1g). We found that *Nkx2.1* expression in astrocytes becomes almost undetectable after birth (Extended Data Fig. 1i). Similarly, Zic protein levels in astrocytes remain relatively low during postnatal development (Extended Data Fig. 1j,k). This suggests that these transcription factors likely influence earlier events in the production and allocation of astrocytes, rather than their differentiation after birth^28,31,32^.

To investigate the cellular properties of MS and LS astrocytes, we used a GlastCreER;Ai14 reporter mouse line induced with tamoxifen at P10 (Extended Data Fig. 2a). Astrocytes in the MS can be distinguished from those in the LS by their longer branches (Fig. 1i–l and Extended Data Fig. 2e) and a more polarized distribution of branch angles along the axis of the midline compared with LS astrocytes (Fig. 1m,n), aligning with the dense axon tracts traversing the MS^33^. However, the territory size, volume, density and branch complexity of septal astrocytes did not significantly differ (Fig. 1h and Extended Data Fig. 2b–k). We examined septal astrocyte morphology and tiling over development and observed that astrocytes are distributed evenly across the cytoarchitectural boundaries segregating the MS and LS (Supplementary Fig. 1a,b). This suggests that astrocytes uniformly tile the septum regardless of the anatomical regions that they occupy. Further staining showed that MS astrocytes closely interact with local parvalbumin-positive neurons, whereas LS astrocytes wrap adjacent calbindin-positive neurons (Supplementary Fig. 1c,d). Neurons in the septum receive inputs from a diversity of excitatory and inhibitory projection neurons from other brain regions. Hippocampal neurons provide a major source of glutamatergic inputs into the LS, whereas MS neurons receive mostly γ-aminobutyrate-ergic (GABA-ergic) inputs from LS and hippocampal neurons^34–41^. To investigate synapse interactions within astrocyte territories, we stained for vGlut1/PSD95 and vGAT/gephyrin, which identify glutamatergic and GABA-ergic synapses, respectively, in P30 GlastCreER;Ai14 mice (Fig. 1o,p). There were significantly fewer glutamatergic and GABA-ergic colocalized puncta within MS astrocyte territories compared with the LS (Fig. 1q,r). These data collectively suggest that MS and LS astrocytes are derived from distinct developmental lineages and exhibit unique morphologies and synaptic interactions suited to the specific neuronal circuits that they support.

**Fig. 1:**
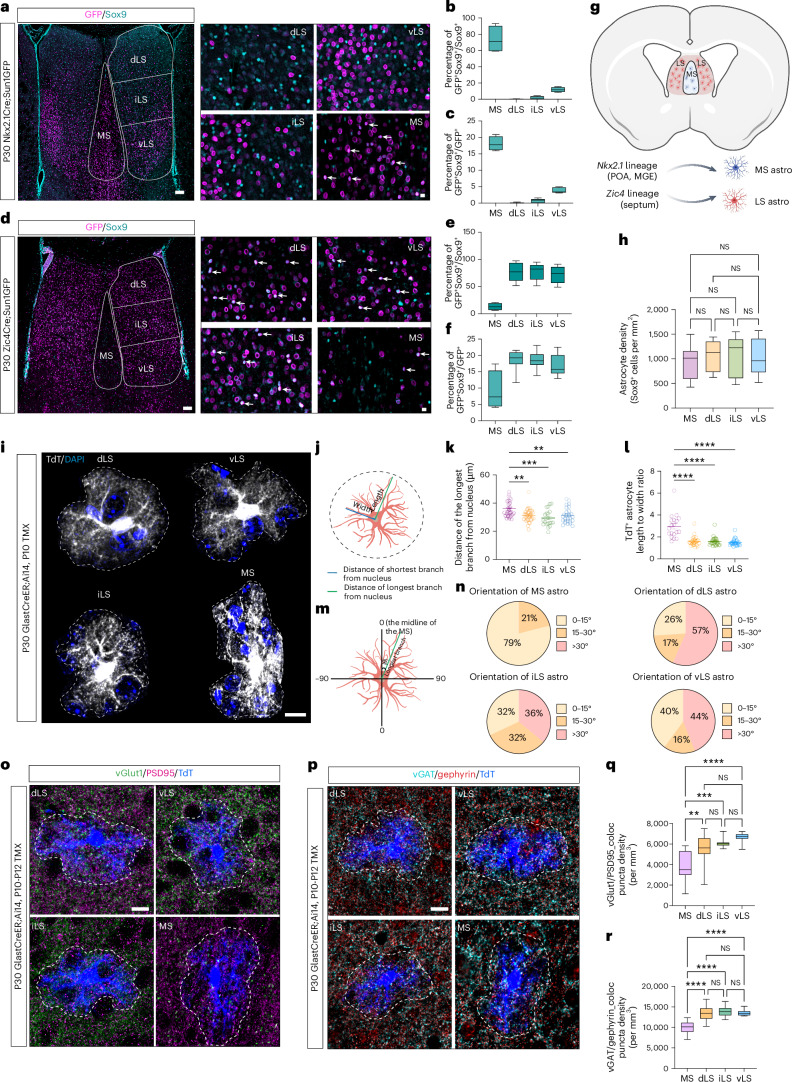
*Nkx2.1*- and *Zic4*-derived astrocytes occupy MS and LS, respectively. **a**, Immunostaining for GFP and Sox9 in P30 Nkx2.1Cre;Sun1GFP mice. The white arrows indicate cells with overlapping signals. Scale bars, 100 µm (left), 10 µm (right). **b**, Proportion of *Nkx2.1*-derived astrocytes within the total astrocyte population (*n* = 4–5 mice). **c**, Proportion of *Nkx2.1*-derived astrocytes within the total *Nkx2.1*-derived cells (*n* = 4–5 mice). **d**, Immunostaining for GFP and Sox9 in P30 Zic4Cre;Sun1GFP mice. The white arrows indicate cells with overlapping signals. Scale bars, 100 µm (left), 10 µm (right). **e**, Proportion of *Zic4*-derived astrocytes within the total astrocyte population (*n* = 3–5 mice). **f**, Proportion of *Zic4*-derived astrocytes within the total *Zic4*-derived cells (*n* = 3–5 mice). **g**, Schematic of astrocyte (astro) lineages in the septum. **h**, Astrocyte density in the septum (one-way analysis of variance (ANOVA) and Tukey’s multiple-comparison test, *n* = 9–11 mice). **i**, High magnification of representative tdT^+^ astrocytes with DAPI staining in the septum. Scale bar, 10 µm. **j**, Schematic of the methods for analyzing astrocyte length to width ratio. **k**, Analysis of the distance of the longest branch from the nucleus in the septum (one-way ANOVA and Tukey’s multiple-comparison test; *n* = 4 mice, total 20–29 astrocytes in each region). **l**, Analysis of the length to width ratio of tdT^+^ astrocytes (one-way ANOVA and Tukey’s multiple-comparison test; *n* = 4 mice, 19–25 astrocytes in each region). **m**, Schematic of the methods for analyzing astrocyte orientation. **n**, Pie charts of the percentage of astrocytes displaying angles in the septum (*n* = 4 mice, 19–25 astrocytes in each region). **o**, Immunostaining for vGlut1/PSD95 in P21 GlastCreER;Ai14 septum. Astrocyte territories are indicated with white dashed lines. Scale bar, 10 µm. **p**, Immunostaining for vGAT/gephyrin and tdTomato in P21 GlastCreER;Ai14 septum. Astrocyte territories are indicated with white dashed lines. Scale bar, 10 µm. **q**,**r**, Quantification of excitatory synapse (**q**) and inhibitory synapse (**r**) density in tdT^+^ astrocyte domains per mm^3^ (one-way ANOVA, Tukey’s multiple-comparison test; *n* = 3 mice, 8–12 astrocytes in each region). The box plots show the median (center), the box the 25th and 75th percentiles and the whiskers the minimum to maximum. The graphs show the mean ± s.e.m. **P < 0.01, ***P < 0.001, ****P < 0.0001. When *P* > 0.05, it is nonsignificant (NS). Icons in **g** created with BioRender.com. Source data

### Molecular heterogeneity of septal astrocyte lineages

The distinctive developmental origins and cellular features of MS and LS astrocytes suggest that they may possess additional molecular specializations. To investigate this further, we collected the septa of Nkx2.1Cre;Sun1GFP mice at five developmental stages between P0 and P21. To distinguish cells with a history of Nkx2.1 expression from other lineages, we isolated GFP^+^ and GFP^−^ nuclei at each time point and performed snRNA-seq (Fig. 2a). We collected a total of 166,418 nuclei (Fig. 2b) from both Nkx2.1 (GFP^+^) and non-Nkx2.1 (GFP^−^) lineages (Extended Data Fig. 3a) across all time points (Extended Data Fig. 3b). A total of 22,221 astrocytic nuclei (Fig. 2c) were classified into 7 distinct subpopulations based on their transcriptional profiles (Extended Data Fig. 3c–f). Clusters 1, 5 and 6 primarily represented early lateral ventricular progenitors that decrease in abundance over time^42–44^ (Extended Data Fig. 3e,f). Based on both GFP expression (Fig. 2f,g) and the dynamic changes observed in these clusters over time (Fig. 2d,e and Extended Data Fig. 3f), clusters 0 and 3 were identified as LS astrocytes, whereas clusters 4 and 2 corresponded to early and late-stage MS astrocytes, respectively. The clusters corresponding to astrocytes and neurons exhibited a clear segregation based on developmental origin (Extended Data Fig. 3a,g). To investigate the molecular differences between late-stage MS and late-stage LS astrocytes, we subclustered P21 astrocytes and identified three distinct clusters, including late-stage MS (GFP^+^) astrocytes (MSAs), LS (GFP^−^) astrocytes (LSAs) and one lateral septal or ventricular progenitor cluster (LSP)^42–44^ (Fig. 2h,i and Extended Data Fig. 3h,i). The top 20 differentially expressed genes (DEGs) in MSA and LSA populations revealed robust lineage-specific segregation in their molecular profiles, including the lineage-specific enrichment of *Zic* family members in GFP^−^ astrocytes (Fig. 2j). P21 astrocytes show enrichment of mature marker genes, suggesting their maturity by this time point^45,46^ (Extended Data Fig. 3j). Further clustering did not reveal substantial differences in the top DEGs, suggesting that astrocyte molecular diversity is primarily defined by lineage (Extended Data Fig. 3k–n). Molecular similarities among astrocyte types are likely closely linked to their regional proximity to each other in the brain^47^; thus, to further elucidate these relationships, we integrated our P21 snRNA-seq astrocytes with scRNA-seq data from cortical, hippocampal and striatal astrocytes^47^, which are neighbors to septal astrocytes. Our data showed that both MSA and LSA clusters are distinct from astrocytes in other regions based on their molecular signatures (Supplementary Fig. 2a–c).

Further analysis showed that LSAs expressed genes highly enriched in cortical and hippocampal astrocytes, whereas MSAs were enriched in genes specific to midbrain or hindbrain astrocytes^47^ (Supplementary Fig. 2d,e). This suggests that septal astrocytes share some common transcriptional features with astrocytes from other brain regions. To visualize the spatial distribution of astrocyte populations in the septum, we performed single-cell spatial transcriptomics (MERFISH) on the septum at P35, with a list of 500 genes enriched in defined astrocyte and neuron clusters. We identified 25 clusters, including both astrocyte and neuron subpopulations displaying differential spatial distributions in the septum (Supplementary Fig. 3a,b), based on their general markers (Supplementary Fig. 3c,e)^10^. We selected astrocyte populations for further analysis and identified four astrocyte clusters, including LS, MS and two ventricular zone progenitor subgroups based on the expression of cluster-enriched genes (Fig. 2k–m and Supplementary Fig. 3d), consistent with our snRNA-seq data (Fig. 2j and Extended Data Fig. 3h). Some genes exhibited expression gradients from high to low between LSAs and MSAs (for example, *Mfge8* and *Slc1a2*), or vice versa (for example, *Lrig1* and *Slc6a11*), whereas others were exclusively expressed by LSAs (for example, *Lhx2* and *Zic4*) or MSAs (for example, *Agt* and *Igsf1*) (Fig. 2n,o). Together, these data illustrate that MSAs and LSAs exhibit distinct molecular profiles that correspond to their developmental origins.

**Fig. 2:**
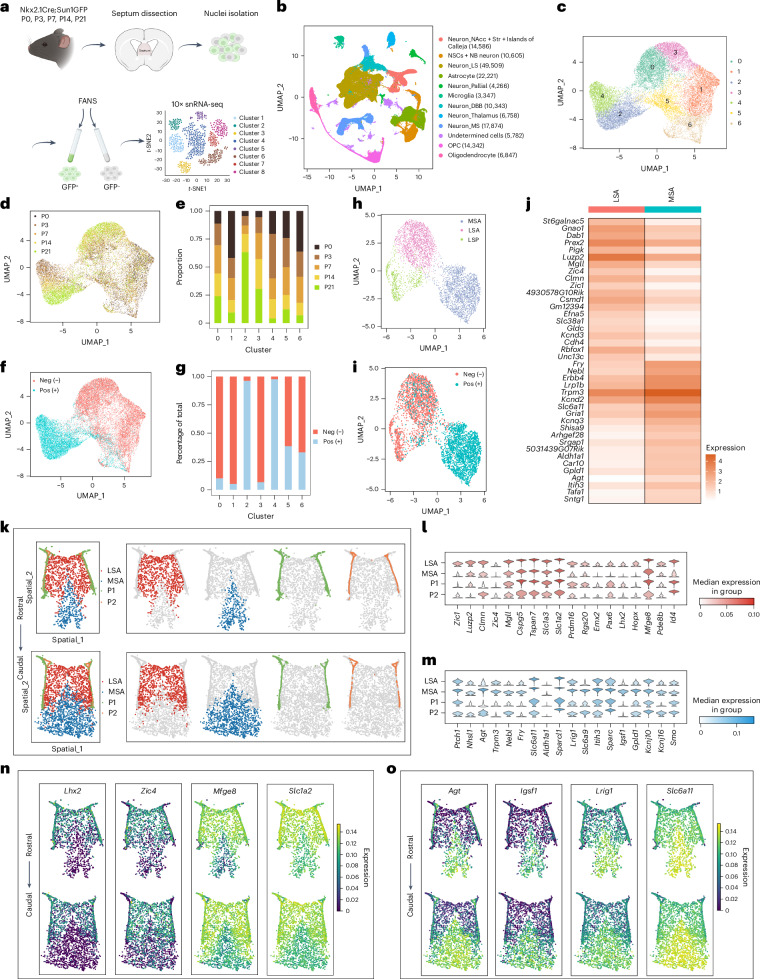
Septal astrocytes display distinct lineage-specific molecular signatures. **a**, Experimental design for snRNA-seq on sorted cells from Nkx2.1Cre;Sun1GFP septum at different developmental stages. FANS, fluorescence-activated nuclei sorting. **b**, Uniform Manifold Projection and Approximation (UMAP) plot of cell types from all samples (*n* = 166,418 cells). **c**, UMAP plot of all septal astrocyte clusters. **d**, UMAP plot of septal astrocytes annotated by age. **e**, Proportion of cells at each age across clusters. **f**, UMAP plot of all GFP^+^ and GFP^−^ astrocytes. **g**, Proportion of GFP^+^ and GFP^−^ astrocytes in each cluster. **h**, UMAP plot of P21 septal astrocytes at a 0.3 resolution level. **i**, UMAP plot of P21 GFP^+^ and GFP^−^ astrocytes. **j**, Heatmap showing the top 20 DEGs in LSAs and MSAs. **k**, MERSCOPE analysis of P35 septal astrocyte clusters along the rostrocaudal axis. **l**,**m**, MERSCOPE analysis showing gene enrichment in LSAs (**l**) and MSAs (**m**). **n**,**o**, MERSCOPE analysis showing representative genes enriched in LSAs (**n**) and MSAs (**o**) along the rostrocaudal axis. Icons in **a** created with BioRender.com. LSP1, lateral septal astrocyte progenitor cluster 1; LSP2, lateral septal astrocyte progenitor cluster 2; neg, negative; pos, positive; *t*-SNE, *t*-distributed stochastic neighbor embedding.

### Developmental trajectories of MSAs and LSAs

Developing astrocytes proceed through a series of transitional states influenced by intrinsic and extrinsic factors^22,23^. Our analysis revealed clear and unique trajectories in both MSAs and LSAs during their development (Fig. 3a,b). To understand the transcriptional programs associated with the maturation of these regional astrocytes, we examined the top ten temporally enriched genes for both MSAs and LSAs (Fig. 3c,d) and compared differential gene expression of MSAs versus LSAs at P0, P3, P7 and P14 (Fig. 3e–h and Extended Data Fig. 5a). MSAs and LSAs exhibited lineage-associated developmental gene expression programs (Fig. 3i,j). To assess whether astrocyte clusters are primarily defined by lineage or age, we performed a weighted gene co-expression network analysis (WGCNA) on the entire astrocyte population. We identified four distinct modules based on gene enrichment patterns (Extended Data Fig. 4a–c). Modules M1 and M4 are more associated with lineage than age, whereas M3 is negatively correlated with both age and Nkx2.1 (GFP^+^) lineage and M2 shows a positive correlation with both (Extended Data Fig. 4d–f). Analysis of module eigengenes identified genes strongly associated with lineage in M1, including *Erbb4*, *Lrig1* and *Slc6a11* (Extended Data Fig. 4g). Collectively, these data suggest that the molecular identity of septal astrocytes is predominantly determined by lineage rather than age. To further assess the function of age-enriched genes, we performed gene ontology (GO) on septal astrocytes at each age. During early postnatal time points (P0–P3), GO terms related to synapse organization and axonogenesis were significantly represented, whereas, at P7, GO terms were predominantly associated with metabolic processes. At later postnatal time points (P14–P21), GO terms were correlated with cell junction and synapse assembly (Extended Data Fig. 5b). Differences in biological processes between MSAs and LSAs were evident, with the top genes enriched in P21 MSAs linked to cell junction assembly and organization, whereas gene terms in LSAs were associated with dendrite development and glutamatergic synaptic transmission, consistent with the major glutamatergic inputs from the hippocampus to the lateral septum^48,49^ (Extended Data Fig. 5c).

Mapping gene families responsible for circuit-related functions^47^ to our P21 astrocyte clusters, we identified differential expression of K^+^ homeostasis and neurotransmitter transporters in both MSAs and LSAs (Supplementary Fig. 4), reflecting their interactions with different neural circuits^48–50^. Next, we used single-cell regulatory network inference and clustering (SCENIC) analysis^51^ to infer the transcription factor–target regulatory networks controlling lineage-specific and age-dependent astrocyte specification in the MS and LS. We identified ten regulatory network clusters associated with both lineage and age (Extended Data Fig. 6a–c). Regulons including *Zic4* were enriched in LSAs, whereas *Nr2f1* regulons were prominent in MSAs (Extended Data Fig. 6d–f). SCENIC analysis revealed several genes enriched in LSAs and MSAs that were inferred to be regulated by *Zic4* and *Nr2f1*, respectively (Supplementary Table 1). Certain regulons were temporally enriched such as *Tcf7l1* (P0–P7) and *Bcl6* regulons (P14–P21) (Extended Data Fig. 6g–i), whereas other regulons remained enriched throughout postnatal development (Extended Data Fig. 6j). These results suggest that septal astrocytes exhibit lineage-specific and age-dependent regulatory network enrichment. To further analyze the dynamic spatial and temporal expression patterns of region-specific genes in septal astrocytes, we studied the expression of the genes, respectively, encoding for GABA and glutamate transporters, *Slc6a11* and *Slc1a2*, by in situ hybridization in the septum at P0, P3, P7 and P14 (refs. ^52,53^). We observed that differential expression of *Slc6a11* and *Slc1a2* increased between MSAs and LSAs over time, with a comparable level in early stages that significantly diverged over development (Fig. 3k,l,n,o), consistent with our snRNA-seq analysis (Fig. 3m,p). This highlights the refinement of gene expression in septal astrocytes with age and suggests the potential influence of local environments on astrocyte molecular specification. Collectively, these data demonstrate that MSAs and LSAs undergo unique molecular specification during development, associated with their lineage origin and regional identity, ultimately leading to the expression of specialized circuit-related functional gene programs.

**Fig. 3:**
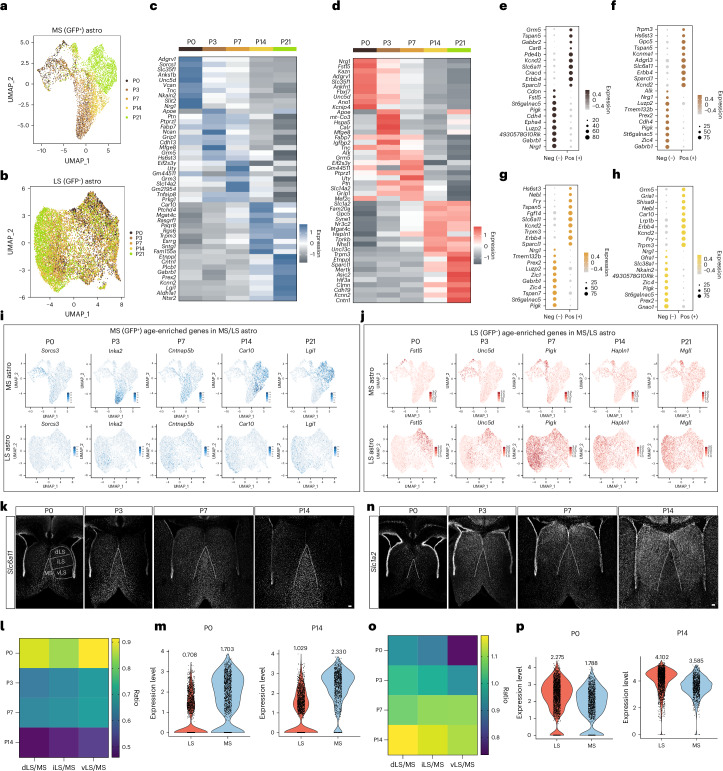
MSAs and LSAs display unique age-dependent molecular profiles. **a**,**b**, UMAP plot showing age-dependent MSA (**a**) and LSA (**b**) clusters. **c**,**d**, Heatmap showing the top-ten DEGs in GFP^+^ (**c**) and GFP^−^ (**d**) astrocytes across ages. **e**–**h**, Heatmaps showing the top-ten DEGs enriched in GFP^+^ versus GFP^−^ at P0 (**e**), P3 (**f**), P7 (**g**) and P14 (**h**). **i**, Representative genes enriched in GFP^+^ astrocytes during development. **j**, Representative genes enriched in GFP^−^ astrocytes during development. **k**, *Slc6a11* messenger RNA (mRNA) in P0–P14 septum of WT (CD1) mice detected using in situ hybridization. Subdivisions of the septum are indicated with white lines. Scale bar, 100 µm. **l**, Heatmap showing the relative density of puncta of *Slc6a11* mRNA in each corresponding LS subnucleus, normalized by the density of puncta in the MS, at different ages (*n* = 3–5 mice for each age). **m**, Violin plots showing *Slc6a11* expression (snRNA-seq) in both MSAs and LSAs at P0 and P14. The average expression levels are indicated. **n**, *Slc1a2* mRNA evaluated in P0–P14 septum of WT (CD1) mice using in situ hybridization. Scale bar, 100 µm. **o**, Heatmap showing the relative density of puncta of *Slc1a2* mRNA in each corresponding LS subnucleus, normalized by the density of puncta in the MS, at different ages (*n* = 3–5 mice for each age). **p**, Violin plots showing *Slc1a2* expression (snRNA-seq) in both MSAs and LSAs at P0 and P14. The average expression levels are indicated.

### Neuron-derived cues shape astrocyte features

Astrocyte maturation is influenced by crosstalk with neurons and other cell types in their local environment^54–61^. To ascertain which ligands and receptors participate in neuron–astrocyte interactions in each septal nucleus, we performed CellPhoneDB^62^ on defined neuron and astrocyte populations from both the MS and the LS (Fig. 4a and Extended Data Fig. 7a–d). Our data revealed that distinct ligand–receptor pairs were exclusively enriched in either MS or LS subsets of neurons and astrocytes (Fig. 4b and Extended Data Fig. 7e–g). Furthermore, we observed that several ligand–receptor pairs are not only region specific but also age dependent (Fig. 4c,d). Our previous research established that SHH, a ligand originating from deep-layer cortical neurons, binds to its receptor Ptch1 on cortical astrocytes. SHH signaling is necessary and sufficient to promote their layer-enriched molecular identity^58^. Our snRNA-seq and MERFISH analyses show that *Shh* expression is highly enriched in subsets of MS neurons (MSNs) (Fig. 4e,g and Extended Data Fig. 7e), where it increases over postnatal development (Fig. 4f). FGF family members exhibit enriched expression in LS neurons (LSNs) (Fig. 4e,h and Extended Data Fig. 7f,h), increasing with age (Fig. 4f), implying that these neuron-derived ligands could contribute to region-specific astrocyte diversification. Notably, SHH receptor Ptch1 and FGF receptor FGFR3 are known to be highly enriched in astrocytes throughout the CNS^58,63^. We examined the expression of genes previously shown to be downstream of SHH and FGF2 signaling in septal astrocytes^45,58^ and observed that many of these genes exhibit marked enrichment in the P21 MSAs and LSAs, respectively (Fig. 4i,k). *Lhx2*, a transcription factor downstream of FGF2 signaling^45^, is exclusively expressed in LSAs (Extended Data Fig. 7i,j). Downstream gene expression increased over time, mirroring the temporal increase of SHH and FGF ligand expression (Fig. 4j,l). To evaluate the role of SHH in regulating gene programs in astrocytes, we performed bulk RNA-seq on in vitro immunopanned astrocytes isolated from the whole brain after 3 d of treatment with the SHH agonist SAG (smoothened agonist)^64^ (Fig. 4m). 

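Astrocytes were purified by immunopanning, in which a suspension of brain cells passes over antibody-coated dishes that deplete microglia, macrophages and oligodendrocyte precursor cells and then over a dish coated with an antibody against HepaCAM that retains astrocytes. SAG is a small molecule that activates Smoothened, the transducer of the SHH pathway. It was added at 500 ng ml-1 after 3 d in vitro, and control cultures received the solvent DMSO for the same 3 d. Libraries were made from 3 cultures per group with a method that primes on the poly(A) tail and reads the 3ʹ end of each transcript, so counts do not scale with transcript length. The authors aligned the reads and counted them per gene with STAR and deposited the counts without normalization. The methods name neither the genome build and annotation nor any removal of PCR duplicates. The total count was 48492262, 45251800 and 37084317 in DMSO replicates 1, 2 and 3, and 33099020, 68342287 and 30769042 in SAG replicates 1, 2 and 3. The mean total over the 17 libraries of the SAG and FGF experiments was 40675657.3, and all values use these counts.
Counts were normalized for library size by edgeR's TMM method and are given as CPM, the count scaled by the normalized total of its library. SAG was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12538 genes that passed edgeR's filter on low counts. The threshold was that of the paper, an adjusted p under 0.01 and a log2(fold-change) above 1, applied in both directions. The spread between libraries of a group was large, with a common biological coefficient of variation of 115%. This value holds differences between cultures and losses in library preparation together, and the 2 were not separated. Many genes were without a single read in some libraries. Of the genes at 5 to 10 CPM in the other libraries, between 8.17% and 33.7% had a count of 0 in a given library of this experiment, where the middle of that range corresponds to between 222 and 490.2 reads. In counts simulated with the spread of these libraries, the test recovered 39 of 200 genes that had been changed by 2 on the log2 scale, and called 0 unchanged genes. With 3 cultures against 3, an exact permutation test of a single gene cannot give a p below 0.1.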

Our analysis revealed that genes such as *Slc6a11* and *Ptch1* were significantly upregulated in experimental groups (Fig. 4n). 

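SAG raised 4 genes past the threshold and lowered 0, and *Ptch1*, which encodes the receptor of SHH, had the smallest adjusted p of the 12538 genes tested. Its level was 481 ± 11.0 CPM (SD, n = 3) with SAG and 84.8 ± 18.2 CPM (SD, n = 3) with DMSO, a log2(fold-change) of 2.50 (standard error 0.22, adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc6a11*, which encodes a GABA transporter, was at 572 ± 97.9 CPM (SD, n = 3) with SAG and 241 ± 44.6 CPM (SD, n = 3) with DMSO. Its log2(fold-change) was 1.24 with a standard error of 0.21, and it ranked 13 by p (unadjusted p = 8.85e-05, adjusted p = 0.0854 from the same edgeR test), which is not under 0.05. For both genes every SAG library lay above every DMSO library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Across the 6 other settings of normalization, filter, groups in the fit, replicate block and test, the log2(fold-change) of *Slc6a11* stayed between 1.22 and 1.26, while its adjusted p ran from 2.44e-09 with DESeq2's Wald test to 0.110. In 4 of these 6 settings it was under 0.05, and in 3 of them under 0.01: 4.79e-05 in edgeR without a filter, 9.78e-04 in edgeR with a filter on a mean of 10 counts, and DESeq2. The fourth was the replicate block in edgeR (0.0393). Leaving out each library in turn gave adjusted p-values from 0.111 to 0.371 for *Slc6a11* and from 0.00632 to 0.0448 for *Ptch1* in the same edgeR test.
The other 3 genes past the threshold were *Grk3*, *Ckb* and *Olig1*. *Grk3* was at 619 ± 70.2 CPM with SAG and 130 ± 35.2 CPM with DMSO (SD, n = 3 each), a log2(fold-change) of 2.26 with an adjusted p of 0.00393 from edgeR. *Ckb* rose from 2806 ± 222 to 6317 ± 348 CPM and *Olig1* from 732 ± 42.8 to 1788 ± 44.4 CPM (SD, n = 3 each), with log2(fold-change) values of 1.17 and 1.29 and edgeR adjusted p-values of 0.00393 and 0.00420. With the libraries of all 5 groups in one edgeR fit, the adjusted p was 0.468 for *Ckb* and 0.479 for *Olig1*, and both genes also differed between replicates of the FGF experiment irrespective of treatment. *Cdk6*, labeled in Fig. 4n, was at 371 ± 10.4 CPM with SAG and 94.99 ± 25.4 CPM with DMSO (SD, n = 3 each), with an adjusted p of 0.0117 from edgeR. *Golph3* and *Nkx2-2*, also labeled there, rose by 2.15 and 2.63 on the log2 scale with standard errors of 0.59 and 0.75 (edgeR adjusted p = 0.425 and 0.457). An unadjusted p under 0.05 was found for 714 genes, where 627 are expected by chance, and the CPM values of 1769 genes (14.1%) did not overlap between the groups, where chance gives 10%. Among the alternatives set in advance, the number of genes past the threshold moved most with DESeq2's Wald test, which gave 163 genes, 76 higher and 87 lower with SAG, and in 82 of these every library of a group had at most 3 counts. It fell to between 0 and 1 when any of the 6 libraries was left out.

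**Figure D1:**
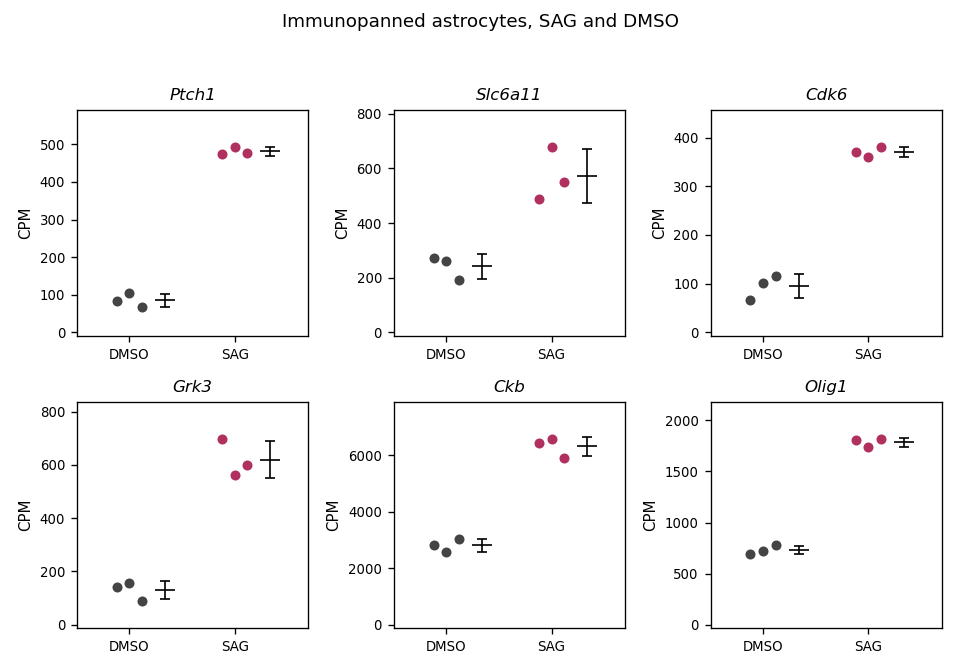
CPM of 6 genes (y axes, linear, from 0) in each DMSO and SAG library, with replicates 1, 2 and 3 from left to right in each group; the horizontal bar and whiskers beside the points are the mean and SD. For each gene the 3 SAG libraries lie above the 3 DMSO libraries, with the widest spread of SAG values relative to the mean in *Slc6a11*, from 488 to 679 CPM.

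From this comparison (Fig. 4n), the paper states that *Slc6a11* and *Ptch1* were significantly upregulated, and it goes on to test in Ptch1cKO mice whether activation of the SHH pathway drives *Slc6a11* in vivo.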

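Of the 18 genes that Fig. 4i shows as downstream of SHH, 17 were tested under SAG. Their median log2(fold-change) was 0.78, with 13 genes higher and 4 lower. Setting the 2 genes without counts under DMSO to their lower bounds could not move this median, since both bounds lie above it. The list was shifted upward by limma's camera test with an inter-gene correlation of 0.01 (adjusted p = 6.87e-07, Benjamini-Hochberg over 9 list tests), and also by fry (adjusted p = 0.00134) and by camera with an estimated correlation (adjusted p = 0.0397). Leaving out each library in turn gave medians from 0.67 to 0.99. Over all genes tested in the main edgeR fit, *Ptch1* was the only gene of the list past the threshold. This depended on the setting. Across the 6 other settings of edgeR and DESeq2, the adjusted p of *Gli1* ran from 8.81e-08 to 0.595. That of *Hhip* ran from 4.95e-06 to 0.723 and that of *Gria1* from 2.80e-12 to 0.468. Each of these genes thus passed the threshold in at least 1 setting and missed it in another. Adjusted over the list alone, 7 genes had an adjusted p under 0.05 in edgeR's test: *Ptch1*, *Gli1*, *Lrig1*, *Gria1*, *Itih3*, *Hhip* and *Slc25a18*. *Gli1* had 0 counts in each DMSO library and 1333, 448 and 210 counts in SAG replicates 1, 2 and 3, which is at least 253-fold higher against a floor of 3 counts, and at least 99.1-fold without SAG replicate 1. *Hhip* had 0 counts in each DMSO library and 359, 759 and 532 counts with SAG, at least 190.2-fold higher. *Gria1* was at 74.9 ± 27.4 CPM with SAG and 1.05 ± 1.45 CPM with DMSO (SD, n = 3 each), a log2(fold-change) of 6.15 with a standard error of 1.34 and an edgeR adjusted p of 0.261 over all genes. These bounds do not cover the spread between cultures or the copying of single molecules by PCR.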

To further validate whether *Slc6a11* expression is driven by SHH signaling pathway activation in vivo, we used an astrocyte-specific conditional mutant mouse model, wherein SHH signaling is hyperactivated by the conditional ablation of Ptch1 (Ptch1cKO)^58,65^. We observed that *Slc6a11* transcripts in LS were significantly increased in tdT^+^ astrocytes of juvenile and adult Ptch1cKO mice compared with wild-type (WT; Fig. 4o,p and Supplementary Fig. 5a,b). However, we did not observe a significant increase in MSAs despite the loss of *Ptch1*, which could be attributed to saturating levels of SHH signaling already present in the MS. This suggests that activation of SHH signaling in astrocytes is sufficient to drive *Slc6a11* expression in both the developing and the adult septum. To further test whether FGF signaling acts as an LSN-derived cue contributing to the molecular identity of LSAs, we performed RNA-seq on in vitro astrocytes exposed to recombinant FGF2 and FGF10 proteins for a week. However, we did not observe a significant number of DEGs in experimental groups compared with controls (Supplementary Fig. 5c–e); this could be owing to the possible requirement for additional conditions, such as the cell–cell interactions facilitated by three-dimensional cultures, to stimulate FGF signaling in astrocytes in vitro, illustrated in previous studies^45^. Collectively, our findings demonstrate that MSAs and LSAs undergo regional subtype-specific signaling crosstalk that is exclusive to their local environments. 

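Immunopanned astrocytes received FGF2 or FGF10 at 50 ng ml-1, or PBS, after 2 d in vitro and were cultured with it for 7 d. The deposited table holds counts for 4 PBS, 4 FGF2 and 3 FGF10 cultures. The paper gives 3 replicates for FGF2 and does not identify them, so all 4 FGF2 libraries were used. The total count on genes ranged from 32001914 to 48774253 with a median of 35566951.5 for PBS, from 17481727 to 55550088 with a median of 45691128.5 for FGF2, and from 25988617 to 48961011 with a median of 37173676 for FGF10. The libraries were prepared, aligned and counted by the authors in the same way as those of the SAG experiment, and each comparison was tested on its own groups in the same way. Of the genes at 5 to 10 CPM in the other libraries, between 7.86% and 26.9% had a count of 0 in a given library, where the middle of that range corresponds to between 125 and 399 reads. The common biological coefficient of variation was 107% for FGF2 and PBS and 115% for FGF10 and PBS. In all 3 groups, replicates 1 and 2 differed from replicates 3 and 4. In an edgeR fit with treatment as a covariate, 586 of 14553 genes had an adjusted p under 0.05 between these sets of replicates. The paper and the sample labels name no batch, and results are therefore also given within each set; FGF10 has only 1 library, replicate 3, in the second set.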

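At the threshold of the paper, FGF2 changed 0 of 12744 genes and FGF10 changed 0 of 13309 genes against PBS, and 0 of 13493 genes differed between FGF2 and FGF10 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 223, 305 and 324 genes in these comparisons, below the 637, 665 and 675 expected by chance. Within replicates 1 and 2, FGF2 against PBS again gave 0 genes (406 at an unadjusted p under 0.05) and FGF10 against PBS gave 0 (494). Within replicates 3 and 4, FGF2 against PBS gave 0 (664), and FGF10, with 1 library there, could not be tested. With the set of replicates as a term in one fit of the 11 libraries, both comparisons gave 0 genes (653 for FGF2 and 530 for FGF10 at an unadjusted p under 0.05). In counts simulated with the spread of these libraries and 200 genes changed by 2 on the log2 scale, the test recovered 40 for FGF2 and 48 for FGF10, so most changes of this size would be missed. Among the settings chosen in advance, DESeq2's Wald test moved the count most and put 75 genes past the threshold for FGF2 and 65 for FGF10; in 70 and 59 of these, every library of a group had at most 3 counts.
The genes labeled in Supplementary Fig. 5d,e were *C2cd5*, *Me3* and *Lpl* for FGF2, and *Eeig2*, listed as *Fam102b* in the deposited counts, and *Gm37584* for FGF10. *C2cd5* was at 8.73 ± 3.53 CPM with FGF2 and 40.8 ± 14.6 CPM with PBS (SD, n = 4 each), a log2(fold-change) of -2.23 with a standard error of 0.54. *Me3* was at 4.40 ± 2.08 CPM with FGF2 and 27.1 ± 10.1 CPM with PBS (SD, n = 4 each), a log2(fold-change) of -2.62 with a standard error of 0.74. Each was lower in every FGF2 library than in every PBS library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), and edgeR's adjusted p was 1.00 for both. The paper labels these genes from the same libraries, so their separation is no independent test. Over all genes tested with FGF2 and PBS, the CPM values of 309 (2.42%) did not overlap, where chance gives 2.86%. Within replicates 1 and 2 the log2(fold-change) was -1.92 for *C2cd5* and -2.41 for *Me3*, and within replicates 3 and 4 it was -2.62 and -2.93. *Lpl* had at most 3 counts in each PBS library and 91, 320, 581 and 426 counts in FGF2 replicates 1 to 4, at least 130.4-fold higher. *Fam102b* was at 72.6 ± 3.36 CPM with FGF10 (SD, n = 3) and 27.9 ± 3.96 CPM with PBS (SD, n = 4), a log2(fold-change) of 1.38 with a standard error of 0.34, and 1.52 within replicates 1 and 2. *Gm37584* had at most 2 counts in each PBS library and 244, 725 and 196 counts in FGF10 replicates 1, 2 and 3, at least 121-fold higher. The edgeR adjusted p was 1.00 for each of these 3 genes. The bounds for *Lpl* and *Gm37584* are in reads against a floor of 3 counts and are no bounds in molecules. If zeros follow a Poisson distribution of molecules, each molecule was read 110 to 271 times in the PBS libraries. The fold in molecules may therefore be far smaller. DESeq2's Wald test gave adjusted p-values of 9.80e-04 for *C2cd5*, 0.00163 for *Me3*, 3.15e-08 for *Lpl*, 0.00501 for *Fam102b* and 3.13e-05 for *Gm37584*. The higher counts of *Lpl* and *Gm37584* were not limited to 1 factor. *Gm37584* was also higher with FGF2, by 9.39 on the log2 scale within replicates 1 and 2 and 5.76 within replicates 3 and 4. *Lpl* had 138, 261 and 218 counts in FGF10 replicates 1, 2 and 3.

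**Figure D2:**
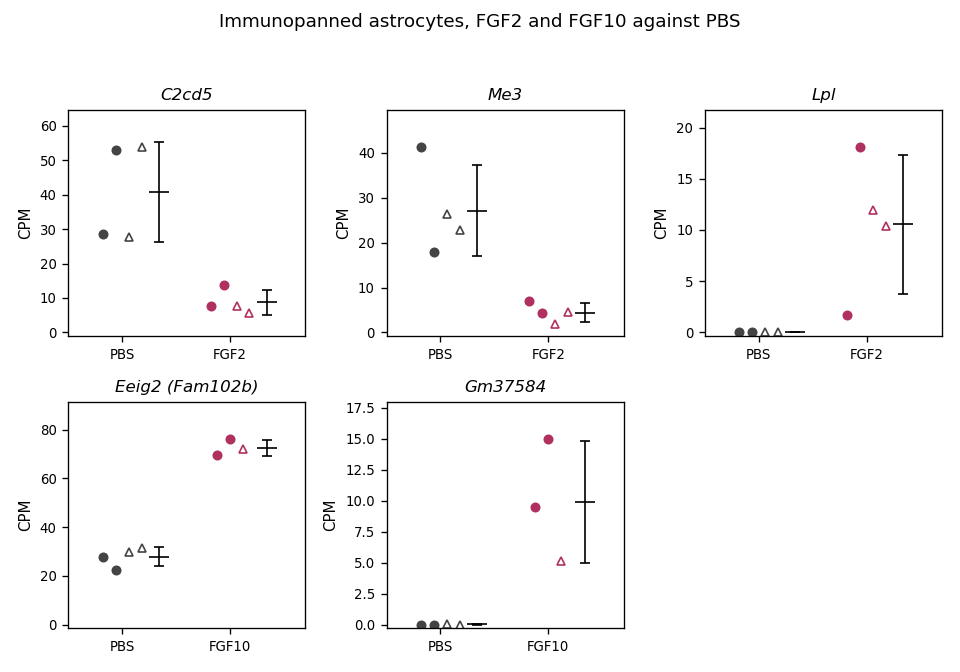
CPM of 5 genes (y axes, linear, from 0) in each PBS library and in each FGF2 or FGF10 library; filled circles are replicates 1 and 2, open triangles are replicates 3 and 4, and the horizontal bar with whiskers is the mean and SD of the group. *C2cd5* and *Me3* lie lower with FGF2 than with PBS in both sets of replicates, and *Lpl* and *Gm37584* lie near 0 CPM in all 4 PBS libraries.

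From the low number of differentially expressed genes, the paper proposes that FGF signaling in cultured astrocytes could require further conditions such as the cell–cell contacts of three-dimensional cultures.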

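FGF receptors that signal through the ERK pathway induce feedback regulators and ETS factors, among them *Dusp6*, *Spry4*, *Etv4* and *Etv5*. The culture medium, that of the PBS controls included, also held a growth factor of the EGF type (HB-EGF). Whether HB-EGF already raised these genes in the PBS cultures was not tested. The genes were read only at the end of the treatment, so an earlier, passing rise would be missed. A small change in them therefore cannot rule out FGF signaling. With FGF2, *Dusp6* was at 68.6 ± 72.0 CPM against 52.1 ± 35.7 CPM with PBS (SD, n = 4 each), and its log2(fold-change) of 0.40 became -0.55 without FGF2 replicate 3. The log2(fold-change) values of *Spry4*, *Etv4* and *Etv5* with FGF2 were 1.78, 1.04 and 0.58, with standard errors of 1.38, 0.68 and 0.47. With FGF10 the values were -0.53 for *Dusp6*, -0.97 for *Spry4*, 1.07 for *Etv4* and -0.11 for *Etv5*, with standard errors of 0.53, 1.45, 0.67 and 0.60. Within replicates 1 and 2 they were 0.42, 0.73, 1.51 and -0.44, so the negative values of *Dusp6* and *Spry4* did not hold there. In the second set the only FGF10 library was replicate 3. It lay below both PBS libraries for *Dusp6*, at 46.0 CPM against 66.2 and 97.8 CPM. It was also below both for *Spry4*, at 6.07 CPM against 27.0 and 8.66 CPM. It lay above both for *Etv4*, at 89.0 CPM against 31.7 and 41.0 CPM. The same held for *Etv5*, at 103.5 CPM against 70.8 and 83.0 CPM. The sign for *Spry4* with FGF10 changed to 0.13 without PBS replicate 3. All of these differences were within about 2 standard errors, and every edgeR adjusted p was 1.00. These fits and the list tests below held no term for the replicate set, so the difference between the sets counts as spread in them. Between the sets, at equal treatment, *Dusp6* differed by 2.01, *Etv4* by 1.90 and *Etv5* by 1.51 on the log2 scale (edgeR adjusted p = 0.00241, 0.00334 and 0.00491). Both treated and control libraries differed by replicate set. *Dusp6* was at 20.5 and 26.2 CPM in PBS replicates 1 and 2 and at 65.3 and 96.5 CPM in PBS replicates 3 and 4, and at 12.6, 17.1, 167 and 77.6 CPM in FGF2 replicates 1 to 4. Within replicates 1 and 2 the log2(fold-change) of *Dusp6* with FGF2 was -0.65, and within replicates 3 and 4 it was 0.60. *Spry4* (0.85 and 1.89), *Etv4* (0.91 and 1.08) and *Etv5* (0.34 and 0.67) were higher with FGF2 in both sets. Within replicates 1 and 2 the single libraries overlapped for each of them. *Spry4* was at 0 CPM in FGF2 replicate 1, below both PBS libraries (1.11 and 4.67 CPM), and at 10.4 CPM in FGF2 replicate 2. *Etv4*, at 11.1 CPM in FGF2 replicate 2, was below PBS replicate 1 (13.2 CPM). *Etv5*, at 28.9 CPM there, was below PBS replicate 2 (41.7 CPM). In replicates 3 and 4, by contrast, both FGF2 libraries lay above both PBS libraries for these 3 genes. The lower FGF2 value and the higher PBS value were 54.1 and 26.6 CPM for *Spry4* and 56.3 and 40.4 CPM for *Etv4*. For *Etv5* they were 94.0 and 81.8 CPM. The edgeR adjusted p within this set was 0.924 for each of the 3, and the libraries of *Dusp6* overlapped there. *Spry4*, *Etv4* and *Etv5* also stayed higher with FGF2 in each fit without 1 library, by 1.06 to 2.88, 0.43 to 1.48 and 0.12 to 0.86. Of a list of 15 such feedback genes, 13 were tested. With FGF2 their median log2(fold-change) was 0.26, with 10 genes higher and 3 lower (adjusted p = 0.811 by limma's camera test over the 9 lists), and it ran from 0.038 without FGF2 replicate 3 to 0.77 without PBS replicate 4. With FGF10 the median was -0.25, with 4 higher and 9 lower (adjusted p = 0.645 by the same test), and -0.71 to 0.071 in the fits without 1 library. The largest rise and fall in the list were *Spry4* and *Spry1* with FGF2 and *Dusp5* and *Spred3* with FGF10, of which *Spry1* fell by 0.70 and *Spred3* by 2.93 and *Dusp5* rose by 1.83 on the log2 scale, with standard errors of 1.05, 2.96 and 2.39. Adjusted over the list alone, 0 genes had an adjusted p under 0.05 with either factor.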

Based on their neuronal expression and target gene enrichment, SHH and FGF may function as two such neuron-derived cues that play important roles in shaping the specialized molecular identities of MSAs and LSAs, respectively.

**Fig. 4:**
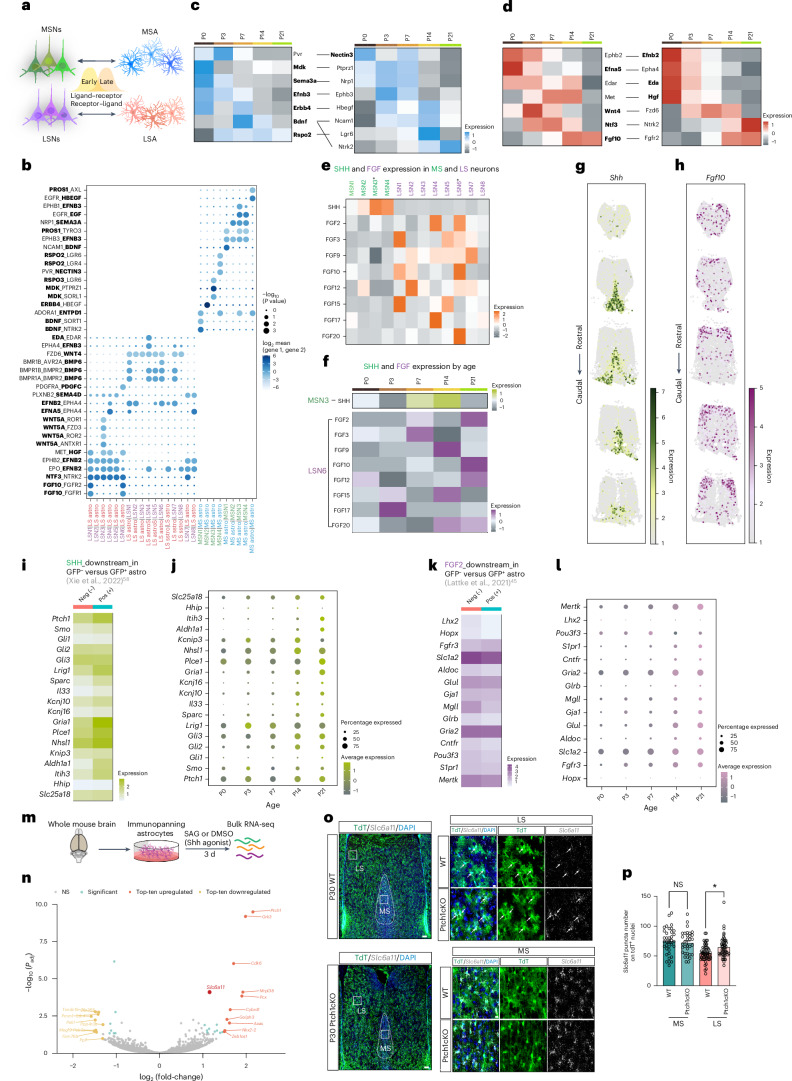
Region-specific and age-dependent interactions between septal astrocytes and neurons. **a**, Diagram of putative astrocyte–neuron interactions during development. **b**, CellPhoneDB analysis revealing exclusive ligand–receptor pairs between subclusters of LSNs (purple) with LSAs (red) and subclusters of MSNs (green) with MSAs (blue). Ligands are highlighted in bold (one-sided Wilcoxon’s rank-sum test to assess the statistical significance of each interaction score). **c**,**d**, Age-dependent ligand–receptor pairs in MS (**c**) and LS (**d**) neurons and astrocytes. Ligands are highlighted in bold. **e**, Heatmap showing that SHH and FGFs are highly enriched in MSN and LSN subclusters. Asterisks indicate the subclusters most enriched for SHH and FGF family ligands. **f**, Heatmap showing an age-dependent increase in the expression of SHH and FGFs in MSN3 and LSN6 subclusters, respectively. **g**,**h**, MERSCOPE showing SHH (**g**) and FGF10 (**h**) expression patterns in P35 septal neurons along the rostrocaudal axis. **i**,**k**, Heatmap showing selected SHH (**i**) or FGF2 (**k**) downstream genes enriched in P21 MSAs or LSAs. **j**, Dotplot showing increases in the expression of SHH downstream genes during development. **l**, Dotplot showing increases in the expression of FGF2 downstream genes during development. **m**, Schematic of the methods for bulk RNA-seq of immunopanned astrocytes treated with the SHH agonist SAG. **n**, Volcano plot illustrating differential gene expression between SAG and dimethyl sulfoxide (DMSO) treatments. For DESeq2 analysis, Wald’s test was used to assess the differences between conditions and the Benjamini–Hochberg method for multiple testing (*n* = 3–4 sample pools for each condition). **o**, In situ hybridization of *Slc6a11* combined with immunostaining for tdTomato in P21 tamoxifen-induced GlastCreER;Ai14 (WT) and GlastCreER;Ptch1fl/fl;Ai14 (Ptch1cKO) mice. Right: the white boxes indicate the selected regions for high-magnification images. The white arrows indicate the recombined astrocytes. Scale bars, 100 µm (left); 10 µm (right). **p**, Quantification of *Slc6a11* puncta number on tdT^+^ astrocyte nuclei (one-way ANOVA and Tukey’s multiple-comparison test; *n* = 4 mice, 33–59 astrocytes in each condition). Data are presented as the mean ± s.e.m. *P < 0.05. When *P* > 0.05, it is NS. Source data

### Transplanted astrocytes adopt local cell features

Astrocyte molecular identities are thought to arise through a combination of developmentally determined factors related to their lineage origins and extrinsic cues from their local environment^22,23^. However, the relative contribution of intrinsic programming versus environmental factors has not been fully determined. To address these questions, we performed homotopic and heterotopic transplantations of fluorescently labeled *Nkx2.1*-derived MS and *Zic4*-derived LS cells of P3–P5 mice into the septal region of WT mice of the same age (Fig. 5a). *Ki67* staining of *Zic4*-derived astrocytes transplanted into either the LS or the MS revealed a low number of cycling transplanted cells 5 d after transplantation (Extended Data Fig. 8a,f,g,i), suggesting that these cells exit the cell cycle and follow similar developmental trajectories in both regions. We examined the morphology and gene expression of transplanted cells at P30, a time point at which most cells had differentiated into astrocytes and oligodendrocytes, as neuronal survival throughout the procedure was limited (Fig. 5b). Heterotopically transplanted *Nkx2.1*-derived astrocytes within the LS exhibited a shorter and more angled branch pattern compared with homotopically transplanted controls, and more closely resembled local endogenous LSAs (Fig. 5c–g and Extended Data Fig. 9a,c). Similarly, *Zic4*-derived astrocytes grafted into the MS displayed elongated and less angled branches compared with controls (Fig. 5h–l and Extended Data Figs. 8b and 9b,d). Using immunostaining in *Zic4*-derived cells 5 d post-transplantation, we observed very low *Nkx2.1* and *Zic* levels in both homotopic and heterotopic *Zic4*-derived astrocytes (Extended Data Fig. 8c–e,j), consistent with the expression profile of the endogenous population (Extended Data Fig. 1i–k). To examine whether transplanted astrocytes acquire their mature molecular identities, we probed the expression of *Slc1a2* and *Slc6a11* transcripts, normally enriched in late-stage LSAs and MSAs, respectively (Fig. 2n,o). *Nkx2.1*-derived astrocytes transplanted into the LS exhibited an upregulation of *Slc1a2* transcripts and a downregulation of *Slc6a11* transcripts (Fig. 5m–p). Conversely, *Slc1a2* transcripts were decreased whereas *Slc6a11* transcripts were increased in *Zic4*-derived astrocytes transplanted into the MS when compared with homotopic transplants (Fig. 5q–t). Using our MERFISH data and scRFE analysis^66^ (Supplementary Table 2), we identified a set of genes that are necessary and sufficient to classify MSA and LSA clusters. We then performed RNAscope and multiplexed, quantitative, high-resolution RNA-FISH (HCR RNA-FISH)^67^ to assess the expression of those genes. We found that the expression of most LS-enriched genes, including *Gnao1*, *Clmn*, *Mgll* and *Mfge8*, were downregulated in *Zic4*-derived astrocytes within the MS, whereas the expression of MS-enriched genes, including *Itih3* and *Lrig1*, was upregulated in these transplanted cells (Extended Data Fig. 10a–j). In addition, we found that Lhx2 levels were increased in *Nkx2.1*-derived astrocytes transplanted into the LS and diminished in *Zic4*-derived astrocytes within the MS (Extended Data Fig. 10k–n). However, these expression patterns did not perfectly mirror those of the endogenous local astrocytes, because homotopically transplanted LSA had reduced Lhx2 compared with resident astrocytes, suggesting that this could be due to the transplantation procedure itself. Taken together, our findings suggest that extrinsic cues play a pivotal role in shaping the ultimate molecular and morphological identities of septal astrocytes, such that cells from a different lineage origin can still adopt functional features consistent with the local environment.

**Fig. 5:**
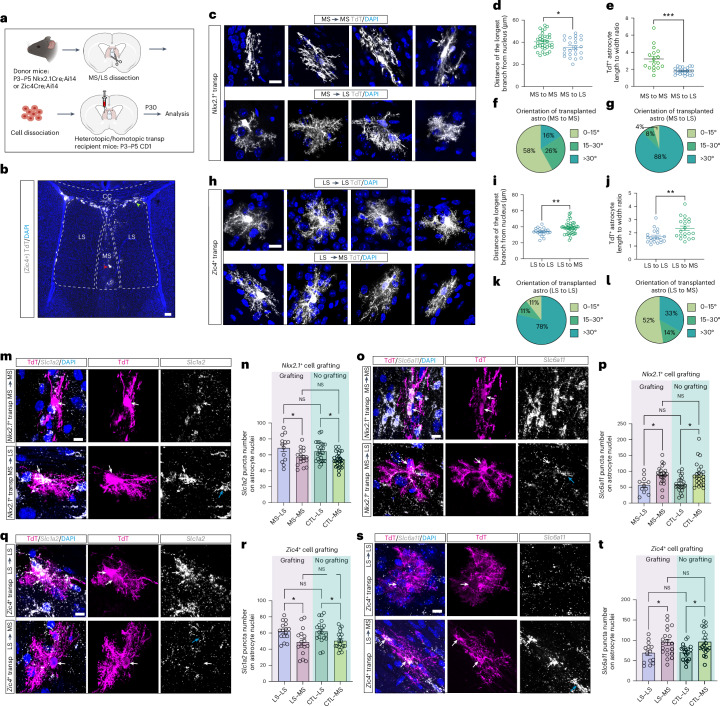
Transplanted astrocytes acquire local astrocyte features. **a**, Experimental design for cell transplantation (transp) experiments in the septum. **b**, Representative image of *Zic4*-derived cells at P30, after being grafted into the MS at P4. Immunostaining for tdTomato and DAPI. The red and green arrows indicate grafted cells in MS and LS, respectively. Scale bar, 100 µm. **c**,**h**, Immunostaining for tdTomato and DAPI in grafted *Nkx2.1*-derived (**c**) and *Zic4*-derived (**h**) astrocytes in heterotopic and homotopic conditions. Scale bars, 10 µm. **d**,**e**, Quantification of the length of the longest branch (**d**) and the length to width ratio (**e**) in heterotopic and homotopic conditions (*n* = 5–9 transplantations, 17–35 astrocytes analyzed for each condition). **f**,**g**, Pie charts showing the percentage of *Nkx2.1*-grafted astrocytes displaying the indicated angle ranges in homotopic (**f**) and heterotopic (**g**) conditions (*n* = 5–6 transplantations, 19–24 astrocytes analyzed for each condition). **i**,**j**, Quantification of the length of the longest branch (**i**) and the length to width ratio (**j**) in heterotopic and homotopic conditions (*n* = 5 transplantations, 19–40 astrocytes analyzed for each condition). **k**,**l**, Pie charts showing the percentage of *Zic4*-grafted astrocytes displaying the indicated angle ranges in homotopic (**k**) and heterotopic (**l**) conditions (*n* = 5 transplantations, 19–21 astrocytes analyzed for each condition). **m**,**o**, In situ hybridization of *Slc1a2* (**m**) and *Slc6a11* (**o**) combined with tdTomato staining in transplanted *Nkx2.1*-derived astrocytes. The white arrows indicate transplanted astrocytes and the blue arrow a host astrocyte. Scale bars, 10 µm. **n**,**p**, Quantification of *Slc1a2* (**n**) and *Slc6a11* (**p**) transcripts on astrocyte nuclei in both *Nkx2.1*-grafted and nongrafted groups (one-way ANOVA and Tukey’s multiple-comparison test; *n* = 4–6 transplantations, 11–26 astrocytes analyzed for each group). **q**,**s**, In situ hybridization of *Slc1a2* (**q**) and *Slc6a11* (**s**) combined with tdTomato staining in transplanted *Zic4*-derived astrocytes. Scale bars, 10 µm. **r**,**t**, Quantification of *Slc1a2* (**r**) and *Slc6a11* (**t**) transcripts on astrocyte nuclei in both *Zic4*-grafted and nongrafted groups (one-way ANOVA and Tukey’s multiple-comparison test, *n* = 4–6 transplantations, 14–20 astrocytes analyzed for each group). Data are presented as the mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. When *P* > 0.05, it is NS. Source data

## Discussion

Here we have shown that astrocytes allocated to the MS and LS have distinctive progenitor origins, molecular profiles and morphologies suited to their specialized roles within each subregion. Our genetic fate mapping revealed that MSAs are derived from *Nkx2.1*-expressing progenitors, likely located in the MGE and/or POA^5,12,28^, whereas LSAs are produced within the septal proliferative zone by progenitors that express *Zic* family transcription factors. However, the specific contribution of intrinsic or extrinsic mechanisms to astrocyte specification is not understood. The sharp segregation of *Nkx2.1*- versus *Zic4*-derived astrocytes might suggest that many of the distinctive features of MSAs and LSAs are genetically encoded through their lineages. However, our data support a model where the local cellular environment substantially contributes to the final specification of astrocytes. Our transplantation experiments show that extrinsic factors are sufficient to induce astrocytes to adopt both the morphological and the molecular features of their local environment. Nevertheless, intrinsically encoded factors related to lineage origins likely play important roles in early developmental events such as the migration and positioning of astrocyte precursors into the LS or MS. This idea is strongly supported by the decreasing levels of *Nkx2.1* and *Zic* in both postnatal and transplanted astrocytes, which suggest that the role of these transcription factors diminishes as astrocytes mature. Once cells reach their final positions, local factors appear to take over, as the complement and concentration of extrinsic signaling cues dictate the final specification of astrocytes. This type of mechanism fits with the overall view of astrocytes as sensors of local environmental conditions, with the capacity to adjust to them to maintain homeostasis and support circuit adaptations. This model aligns with the cellular and molecular plasticity that we observed in our heterotopic transplantations. In the future, it will be important to determine the constraints on astrocyte plasticity that may be dictated by lineage origins or other factors and whether there is a critical developmental window during which astrocytes can adopt region-specific features. This will have important implications for the utilization of astrocytes in cell-based therapies.

The complex morphologies of astrocytes are essential for the performance of their diverse functions in the brain, allowing them to interact with a range of cell types, including neurons, other glia and blood vessels. MSAs exhibit elongated branches that align parallel to axons, like the fibrous astrocytes found in white matter regions^29,68^. This alignment suggests a potential influence of the dense fibers that traverse the MS in shaping the morphology of adjacent astrocytes. However, the specific factors originating from the local environment that contribute to this distinctive astrocyte morphology remain largely unidentified. Recent research efforts have explored the gene networks related to astrocyte morphology across a diverse range of brain regions and disease models^47^. Their findings suggest a complex interplay between the anatomical structure of local neurons and astrocyte-autonomous molecules in shaping astrocyte morphology. Future research should address the precise molecular interactions governing astrocyte morphogenesis within the septum, providing insight into both the diverse forms of astrocytes within this specific region and the broader spectrum of astrocyte morphologies and their alterations in disease.

Our snRNA-seq data reveal that MSAs and LSAs exhibit lineage-specific molecular identities during development and highlight two critical periods of astrocyte molecular specification: P0–P3, a phase marked by axonogenesis and neuron wiring, and P7–P14, a peak period of synapse formation, assembly and pruning^69^. Our data show that astrocyte–neuron interactions are not only age dependent, but also region and subgroup specific, with corresponding ligands and receptors enriched in subsets of MSNs and LSNs. These observations suggest the presence of unique interactions within specific subsets of neurons and astrocytes in the septum. SHH, a morphogen derived from neurons, signals to astrocytes expressing Ptch1, thereby regulating their molecular profiles in the cerebellum and cortex^24,58,70^. Here we show that the SHH signaling pathway strongly impacts septal astrocyte identity, highlighting the functional conservation of this ligand–receptor pair across different brain regions. It is interesting that FGF signaling does not appear to affect the molecular identity of in vitro astrocytes. This could mean that LSA gene profiles are not solely determined by a single signaling pathway, but rather a combination of signals and/or they are shaped by both local cues and physical interactions with neurons or other cell types, as shown in previous studies^45^. Moreover, our data unveiled several other critical ligand–receptor pairs that are likely to play a role in astrocyte specification, underscoring the extensive array of molecules involved in neuron–astrocyte interactions. These findings raise intriguing questions about the cooperative functional roles of these ligand–receptor pairs, especially in the context of age, cellular types and specific brain regions where these interactions take place.

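The 14 genes that Fig. 4k shows as downstream of FGF2 and the 20 genes that Fig. 2j shows as the leading markers of LSAs were followed in the cultures treated with FGF2 or FGF10. All 14 genes of the first list were tested. With FGF2 their median log2(fold-change) against PBS was -0.060, with 5 genes higher and 9 lower, and with FGF10 it was 0.056, with 9 higher and 5 lower (adjusted p = 0.475 and 0.827 by limma's camera test, Benjamini-Hochberg over 9 list tests). The sign of these medians changed when 1 library was left out, to 0.021 without FGF2 replicate 3 for FGF2 and to -0.083 without PBS replicate 4 for FGF10. With the set of replicates as a term in the fit the medians were -0.069 and -0.0065. The extremes with FGF2 were *Cntfr*, which rose by 0.81 (standard error 1.15), and *Mertk*, which fell by 0.81 (standard error 2.03) on the log2 scale. With FGF10 they were *Fgfr3*, which rose by 0.50 (standard error 0.31), and *Glrb*, which fell by 2.32 (standard error 2.65). Of the LSA markers, 16 were tested with FGF2 and 15 with FGF10. Their median log2(fold-change) was 0.075 with FGF2, where 10 genes were higher and 6 lower, and 0.21 with FGF10, where 11 were higher and 4 lower (adjusted p = 0.827 and 0.645 by the same camera test). Without PBS replicate 3 the FGF2 median was -0.016. The FGF10 median stayed above 0 in the fits without 1 library, from 0.027 to 0.32. *Prex2* rose most and *Csmd1* fell most with FGF2, by 2.70 and 0.70 on the log2 scale with standard errors of 2.77 and 1.30. In the fits without 1 library these values moved widely, from 0.66 to 10.8 for *Prex2* and from -1.31 to -0.27 for *Csmd1*. *Pigk* rose most and *Slc38a1* fell most with FGF10, by 0.69 and 0.28 with standard errors of 1.13 and 0.18. None of the 4 tests passed 0.05 under fry or with an estimated correlation either. Adjusted over the list alone, 0 genes of either list had an edgeR adjusted p under 0.05 with either factor, and 0 had an unadjusted p under 0.05.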

Medial and lateral nuclei of the septum are distinguished by their patterns of connectivity with the hippocampus, where neurons in the MS project extensively to the hippocampus and receive inputs from a subset of GABA-ergic neurons in the same region^50,71^, whereas LSNs do not project directly to the hippocampus but receive substantial glutamatergic inputs from the CA region neurons^35,36,72^. These circuitry differences are reflected in the molecular profiles of MSAs and LSAs, whereby MSAs are highly enriched for GABA transporter genes (*Slc6a11* and *Slc6a1*) and LSAs show enrichment for glutamate transporter genes (*Slc1a2*, *Slc1a3* and *Slc1a4*). There is evidence that glutamate and GABA release induce transcriptional, cellular and functional changes in astrocytes^46,73,74^. However, whether glutamatergic and GABA-ergic neurotransmitter release is entirely responsible for transporter specialization is not entirely clear. Our data suggest that neuron-derived factors such as SHH and FGF may play important roles in astrocyte functional specialization in the septum. We show that astrocyte-specific activation of SHH signaling is sufficient to promote the upregulation of *Slc6a11* in LSAs. We also observed increased expression of *Slc1a2* and *Lhx2*, downstream targets of FGF signaling, in heterotopically transplanted LSAs^45^. These findings support our view that neuron-derived cues are essential for the expression of functional genes that specialize astrocytes for their circuit-specific roles.

Collectively, our data define the molecular heterogeneity of astrocytes within the septum and uncover the mechanisms that underlie astrocyte specification during septal development. Recent technological advancements have revealed new functions of astrocytes in both health and disease, shedding light on their potential as therapeutic targets. Understanding the intricate interactions between astrocytes and other cell types during development may provide insights into astrocyte regulation during circuit formation and refinement, thereby inspiring new ideas for therapeutic interventions^75–77^.

## Methods

### Experimental animals

All animal procedures conducted in this study followed experimental protocols approved by the Institutional Animal Care and Use Committee of Harvard Medical School (HMS; no. IS00000677-3) and the University of California, San Francisco (UCSF; nos. AN191974 and AN205156-00B). Mouse housing and husbandry conditions were performed in accordance with the standards of the Center of Comparative Medicine at HMS and the Laboratory Animal Resource Center (LARC) at UCSF. Embryonic (E) day 14, E17 and postnatal (P) days 1–35 mice were used for the present study. The embryonic and postnatal mouse ages for each experiment are indicated in figures and figure legends. Mouse lines: CD1 (strain code 022, Charles River Laboratories); the following are all from the Jackson Laboratory: C57BL/6J-Tg(Nkx2-1-cre) 2Sand/J(Nkx2.1-Cre) (cat. no. 008661), B6;129-*Gt(ROSA)26Sor*^*tm5(CAG-Sun1/sfGFP)Nat*^/J (cat. no. 021039), B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J(Ai14) (cat. no. 007914), Tg(Slc1a3-cre/ERT)1Nat/J Glast-CreERT2 (cat. no. 012586y), B6N.129-*Ptch1*^*tm1Hahn*^/J(Ptch1^flox/flox^) (cat. no. 012457) and Tg(Aldh1l1-EGFP,-DTA)D8Rth/J (cat. no. 026033); and Zic4Cre (Kessaris lab, UCL^27^). No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in our previous publications^5,58,78^. Samples or organisms were allocated into experimental groups using a random allocation method.

### Tamoxifen administration

Tamoxifen (Sigma-Aldrich) was dissolved in corn oil at a concentration of 20 mg ml^−1^ at 37 °C and stored at 4 °C. For mice injected at P10 (WT: Glast-CreERT2;Ai14; Ptch1cKO: Glast-CreERT2;Ptch1flox/flox;Ai14), 10–15 µl of tamoxifen was injected intraperitoneally for 3 d consecutively to induce efficient recombination. For astrocyte morphology analysis, we injected a single dose of tamoxifen into Glast-CreERT2;Ai14 mice to sparsely label astrocytes.

### Immunohistochemistry

Postnatal animals were transcardially perfused with phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA) and their brains were dissected out and post-fixed in 4% PFA overnight at 4 °C. Brains were sliced into 50-µm sections on a vibratome (Leica Microsystems, cat no. VT1200S). Sections were prepared and placed in blocking solution (0.3% Triton (Amresco) and 10% goat serum in PBS) for 1–2 h at room temperature (RT), followed by primary antibodies overnight at 4 °C and secondary antibodies for 1 h at RT. DAPI (Invitrogen) was added to the secondary antibody solution. The sections were mounted using ProLong Gold Antifade Mountant (Invitrogen). Cryosections consisted of the following: brains were cryoprotected in 30% sucrose/PBS overnight at 4 °C after post-fixation. Brains were embedded in optimal cutting temperature (OCT) compound (Sakura), frozen on dry ice and stored at −80 °C. Samples were sectioned at 20 µm on a cryostat (CryoStar, Thermo Fisher Scientific, cat. no. NX70). Images were acquired using a Leica SP8 or STELLARIS laser point scanning confocal microscope; ×10, ×20, ×40, ×63 and ×100 objectives were used and images were further analyzed using Fiji. Brightness and contrast were adjusted as necessary for visualization, but the source images were kept unmodified. For astrocyte morphology analyses, *z*-stack images were collected to maximize the coverage of the entire astrocyte territory. The territory and the length from the nucleus to the end of the longest branch were measured in Fiji. For Imaris filament tracing, *z*-stack images of tdT^+^ astrocytes were acquired using a Leica Stellaris confocal and the FilamentTracer tool in Imaris 10.1 software was used to map individual astrocyte branches. Statistical data were automatically generated by software (for example, MATLAB, Prism 9). Primary or secondary antibodies included: Lhx2 (1:500–1,000, rabbit, Millipore, cat. no. ABE1402), red fluorescent protein (RFP; 1:500, rabbit, Rockland, cat. no. 600-401-379), Sox9 (1:500, goat, R&D, cat. no. AF3075), Olig2 (1:2,000, rabbit, Millipore, cat. no. AB9610), Zic (1:1,000, rabbit, gift from the Segal^79^ lab, DFCI), Nkx2.1 (1:500, clone-8G7G3/1, mouse, Santa Cruz, cat. no. 53136), GFP (1:500, chicken, Aves, cat. no. GFP-1020), RFP (1:500, chicken, Rockland, cat. no. 600-901-379), PSD95 (1:500, rabbit, Thermo Fisher Scientific, cat. no. 51-6900), VGluT1 (1:500, guinea-pig, Millipore, cat. no. AB5905), VGAT (1:500, clone-Gp117G4, guinea-pig, Synaptic Systems, cat. no. 131308), gephyrin (1:500, clone-RbmAb7a, rabbit, Synaptic Systems, cat. no. 147008), calbindin (1:1,000, rabbit, Swant, cat. no. SKU CB38a), parvalbumin (1:500, clone-PARV-19, mouse, Sigma-Aldrich, cat. no. SAB4200545), goat polyclonal anti-chicken Alexa Fluor-488 and -546 (1:1,000, Thermo Fisher Scientific, cat. nos. A11039 and A11040), goat polyclonal anti-guinea-pig Alexa Fluor-488 (1:1,000, Thermo Fisher Scientific, cat. no. A11073), goat polyclonal anti-mouse Alexa Fluor-488 and -647 (1:1,000, Thermo Fisher Scientific, cat. nos. A21236 and A11001), goat polyclonal anti-rabbit Alexa Fluor-488 and -647 (1:1,000, Thermo Fisher Scientific, cat. nos. A11034 and A21245), donkey polyclonal anti-goat Alexa Fluor-647 (1:1,000, Thermo Fisher Scientific, cat. no. A21447) and donkey polyclonal anti-mouse Alexa Fluor-488 (1:1,000, Thermo Fisher Scientific, cat. no. A21202).

### snRNA-seq and analysis

The septum was dissected out from Nkx2.1Cre;Sun1GFP mice. Nuclei were isolated from septal tissue. The number of biological replicates used was as follows: for P0 and P3, two pooled samples were used (each pool contained three mice; their sex was not determined); for P7, two males were used; for P14, one female and one male; and for P21, two females and two males. Both GFP^+^ and GFP^−^ nuclei were sorted and counted for cell density, followed by the 10x Genomics platform (Chromium next GEM single-cell 3ʹ-reagent kits v.3.1(dual index)) and sequencing using the NovaSeq 6000 sequencer. Sequence reads were processed and aligned to the mouse genome GRC38 using the 10x Genomics Cell Ranger 6.0.0. Nuclei expressing <200 genes, total RNA counts <1,000 and/or a percentage of mitochondrial reads >5% were excluded from the analysis (for astrocyte cluster analysis, mitochondrial reads >2% of total reads were excluded from the analysis). For snRNA-seq analysis at different ages, a total of 166,418 nuclei (P0: 35,066 nuclei; P3: 36,692 nuclei; P7: 29,034 nuclei; P14: 19,926 nuclei; P21: 45,700 nuclei; GFP^+^: 72,573 nuclei; and GFP^−^: 93,845 nuclei) were used for downstream analysis in R (v.4.2.3). Low read counts were normalized and dimensional reduction was performed by principal component analysis (PCA) (*n* = 50), followed by regressing out the percentage mitochondrial reads and number of genes per nucleus. Data from different developmental stages were integrated using the Seurat (v.5.1.0) anchor-based integration pipeline with reciprocal PCA, as recommended by the authors when integrating samples with potentially nonoverlapping populations. Cell types were determined by examining the expression of canonical marker genes. For differential expression analysis, a Seurat object was generated, followed by the FindMarkers() function. GO enrichment analysis was performed using the enrichGO() function (v.4.6.2). Cortical, hippocampal and striatal scRNA-seq data were obtained from a previously published dataset^47^ (accession no. GSE198027) and integrated with P21 snRNA-seq septal astrocytes and normalized for subsequent analyses. FGF2 downstream targets have been shown previously^45^. Genes that were both FGF2 downstream targets and highly enriched in LS astrocytes were selected in Fig. 4k. SHH downstream targets have been shown previously^58^. Genes that were both SHH downstream targets (cut-off *P* < 0.01) and highly enriched in MS astrocytes, plus known SHH signaling pathway members (Ptch1, Smo and Gli family members)^80^ were selected in Fig. 4i. Cell–cell interaction analysis between different cell populations was performed using CellPhoneDB v.3.0 and method = ‘statistical_analysis’^62^. The ligand–receptor pairs expressed in both MS and LS neurons and astrocytes were excluded for further analysis. Transcription factor–target regulatory network analysis was performed using the SCENIC method^51^. A genome search space between 500 bp and 10 kb around the transcription start sites was used. For WGCNA analysis, the R package WGCNA v.1.7.3 was applied^81–83^. For scRFE analysis, the package scRFE (v.1.5.6) was applied to perform recursive feature elimination (RFE), selecting the most important genes for distinguishing cell clusters^66^.

### MERFISH

The brains of two P35 CD1 male mice were collected. Then, 10-µm tissue sections were obtained along the rostrocaudal axis and adhered to the MERSCOPE slide. The samples were permeabilized in 70% ethanol overnight, followed by cell boundary staining. A 500-gene panel was generated based on enriched genes in each astrocyte and neuron cluster, with approximately 100 astrocyte genes and 400 neuron genes. The samples were then hybridized using the gene panel mix, followed by gel embedding and clearing steps. Images were processed using the MERSCOPE instrument and analysis computer, along with MERSCOPE visualizer software to streamline the acquisition of high-quality MERFISH data. Cells with a volume >2,000 µm^3^, those with <100 transcripts and those with DAPI scores <500 were excluded from the analysis. A total of 160,301 cells was used for downstream analysis, including 31,797 astrocytes. Further clustering analysis and differential gene expression analysis were performed in spyder (v.3.9.14). The packages include numpy (v.1.26.4), scanpy (v.1.10.1), SpatialDE (v,1.1.3), NaiveDE (v,1.2.0), anndata (v.0.10.7) and pandas (v.2.2.2).

### In situ hybridization

PFA-fixed brain sections were collected and preserved in a freezing buffer (250 ml buffer: 70 g of sucrose, 75 ml of ethylene glycol, fill to 250 ml with 0.1 M of sodium phosphate buffer). These brain sections were pretreated using the RNAscope fluorescent multiplex assay which involved using RNA probes specific to *Slc1a2*, *Slc6a11*, *Lrig1* and *Itih3*. For cell transplantation experiments, a multiplex RNAscope approach was employed by combining *Slc1a2*, *Slc6a11*, *Lrig1* and *Itih3* probes with tdTomato immunostaining to confirm the identity of the labeled cells as transplanted cells. *Nkx2.1* probe and GFP immunostaining were used to examine *Nkx2.1* expression patterns across developmental stages. Probes included (all from ACD): *Slc6a11* (cat. no. 492661-C3), *Slc1a2* (cat. no. 441341), *Lrig1* (cat. no. 310521), *Itih3* (cat. no. 840071) and *Nkx2.1* (cat. no. 434721).

### HCR RNA-FISH

The protocol in this work has been optimized^67,84^. The 50-µm-thick sections of PFA-fixed tissue were collected in freezing buffer. Slides were immersed in pre-chilled 4% PFA and fixed on ice for 30 min. After rinsing with PBS, slides underwent dehydration: 50% EtOH for 5 min, 70% EtOH for 5 min and 100% EtOH twice for 5 min each. Slides were then air-dried for 5 min at RT. Slides were incubated in proteinase K (10 µg ml^−1^) for 5 min at RT, followed by two PBS rinses. Next, slides were immersed in a pre-warmed probe hybridization buffer for 10 min at 37 °C, then incubated with probes (10 nM) overnight in a humidified chamber at 37 °C. The next day, slides were washed in a series of probe wash buffers and 5× SSCT (saline sodium citrate with Tween 20) mixtures at 37 °C for 15 min each: 75% probe wash buffer/25% SSCT, 50% probe wash buffer/50% 5× SSCT, 25% probe wash buffer/75% SSCT and, finally, 100% SSCT for 15 min at 37 °C, followed by a 5-min wash in 5× SSCT at RT. Slides were then incubated in pre-equilibrated amplification buffer for 30 min at RT, followed by overnight incubation with a snap-cooled hairpin mixture in a dark humidified chamber at RT. On the next day, excess hairpins were removed by washing in 5× SSCT at RT for 2× 30 min, followed by a 2× SSC (saline sodium citrate) rinse. DAPI (5 µg ml^−1^) was applied for 5 min and slides were mounted with Vectashield vibrance antifade mounting medium. Imaging was performed within 48 h of mounting. For the next round of probe hybridization, coverslips were removed by washing slides in 2× SSC. Slides were washed in 2× SSC for 2× 5 min at RT, followed by incubation with DNase I (250 U ml^−1^) for 1.5 h at RT in a humidified chamber. After washing with 2× SSC buffer for 6× 5 min, the pre-hybridization and imaging steps were repeated for the desired number of HCR rounds. The probes included (all from Molecular Instruments): *Gnao1* (cat. no. NM_001369049.1), *Clmn* (cat. no. NM_053155.2), *Mgll* (cat. no. NM_001166251.2), *Mfge8* (cat. no. NM_001045489.1), *Lrp1b* (cat. no. NM_053011.2), *Dab1* (cat. no. NM_001369049.1), *Luzp2* (cat. no. NM_178705.5) and *TdTomato* (cat. no. AAV52169).

### Immunopanning astrocyte culture

Astrocytes were purified using a previously published immunopanning protocol^85,86^. Petri dishes were first coated with species-specific secondary antibodies and then with an antibody against CD45 (BD, cat. no. 550539), a hybridoma supernatant against the O4 antigen^85^ and an antibody against HepaCAM (R&D Systems, cat. no. MAB4108), respectively. Whole mouse brains were dissected from P2 mice, with the meninges, olfactory bulbs and cerebellum removed. The remaining tissue was digested into a single-cell suspension using papain (Worthington, cat. no. LS 03126). The single-cell suspension was then sequentially passed through a series of 150-mm-diameter Petri dishes: two CD45-coated dishes to deplete microglia and macrophages, one O4-coated dish to deplete oligodendrocyte precursor cells and one HepaCAM-coated dish to select for astrocytes. After washing away nonadherent cells from the HepaCAM-coated dish with Dulbecco’s PBS, astrocytes were lifted using trypsin (Sigma-Aldrich, cat. no. T9935). The astrocytes were then seeded on poly(d-lysine)-coated plastic coverslips in a serum-free medium at a density of 75,000 cells per well on a 24-well plate. The serum-free medium contained 50% Neurobasal (Gibco, cat. no. 21103-049), 50% Dulbecco’s modified Eagle’s medium (Invitrogen, cat. no. 11960-044), 1× penicillin–streptomycin (Invitrogen, cat. no. 15140-122), 1 mM sodium pyruvate (Invitrogen, cat. no. 11360-070), 2 mM l-glutamine (Invitrogen, cat. no. 25030-081), 1× SATO^87^, 5 μg ml^−1^ of *N*-acetyl cysteine (Sigma-Aldrich, cat. no. A8199) and 5 ng ml^−1^ of heparin-binding epidermal growth factor-like growth factor (Sigma-Aldrich, cat. no. E4643). Half of the medium was replaced with fresh medium every 3 d. Drug treatment consisted of SAG (diluted in dimethyl sulfoxide (DMSO) to a concentration of 500 ng ml^−1^; Tocris, cat. no. 4366) and DMSO (control group) was added to 3-d in vitro (DIV) astrocyte cultures for 3 d. FGF2 (Peprotech, cat. no. 450-33) and FGF10 (R&D Systems, cat. no. 345-FG-025), both at a working concentration of 50 ng ml^−1^ (diluted in PBS), along with PBS as the control group, were added to in vitro astrocyte cultures (DIV2) for 7 d. The number of biological replicates used in bulk RNA-seq are as follows: DMSO control (3), SHH agonist SAG (3), PBS control (4), FGF2 (3) and FGF10 (3).

### RNA-seq analysis

In vitro astrocyte RNA was purified with an RNeasy Mini Kit (QIAGEN). The concentration and quality of the purified RNA were assessed with a BioAnalyzer (Agilent). The RNA was then reverse transcribed into complementary DNA and purified using the Lexogen QuantSeq 3ʹ-mRNA-Seq v.2 Library Prep Kit FWD with unique dual indices. Before the library amplification step, the PCR cycle number was determined using the PCR Add-on Reamplification Kit v.2 (Lexogen). Abundant BC1 transcripts, commonly found in mouse brain samples, were removed using Lexogen’s BC1 module during the RNA removal step. The library pools were quantified using a Qubit fluorometer and Agilent TapeStation 2200. Uniquely indexed libraries were pooled in equimolar ratios and sequenced on a NextSeq 2000 P3 (1.1 billion clusters) with index 1 and index 2 lengths of 12 bp each. On average, 59.41 million input reads were obtained per sample, with an average of 44.76 million uniquely mapped reads. Sequenced reads were aligned to reference genome assembly and gene counts were quantified using the STAR tool^88^ (v.2.7.10). Differential gene expression testing was performed by DESeq2 (ref. ^89^) (v.1.38.3). Significant genes were identified using a threshold: adjusted *P* < 0.01, log_2_(fold-change) > 1.

### Cell transplantation

P3–P5 CD1 mice were used as recipients and Zic4Cre;Ai14 or Nkx2.1Cre;Ai14 mice were used as donors. Brains were sliced by using a 0.5-mm brain matrix, and the MS and LS regions were dissected in Leibovitz L-15 medium (L15; Gibco). The tissue was digested into a single-cell suspension using papain. Dissociated cells were kept in ice-cold L15-containing DNase I (180 μg ml^−1^). Cells were then concentrated by spinning in a tabletop centrifuge for 5 min at 800*g*, followed by the removal of the supernatant. The final cell pellet was resuspended and mixed in a final volume of 1–6 μl of L15. This concentrated cell suspension was loaded into beveled glass micropipettes (~60–100 μm in diameter; Wiretrol 5 μl, Drummond Scientific Co.) prefilled with mineral oil and mounted on a microinjector as previously described^90^. The viability and concentration of the cells in the glass micropipette were determined using a hemocytometer, loaded with 100 nl of cells diluted 200× in 10 μl of L15 and 10 μl of Trypan Blue. Cells were injected into P3–P5 WT (CD1) mice. Before the injection of cells, the recipient mice were anesthetized by hypothermia (~3–5 min) and positioned in a clay head mold to stabilize the skull^91^. Micropipettes were positioned at an angle of 0° from vertical in a stereotactic injection apparatus and injected into the septum. The distance between the two eye corners was used to find the midline of the mouse brain. The injection coordinates to target the medial septum were 0 mm mediolateral (M/L) from the midline, 2.75 mm anteroposterior (A/P) from the eye corner and 3.2 mm dorsoventral (D/V) from the surface of the head. The coordinates to target the lateral septum were 0.5 mm M/L from the midline, 2.6 mm A/P from the eye corner and 3.0 mm D/V from the surface of the head. After the injections were completed, the transplanted mice were placed on a warming pad to recover from hypothermia and returned to their mothers afterwards. Brains were collected at P30. For morphology analysis, *z*-stack images were collected, maximizing the branch length of astrocytes using maximum intensity projection in ImageJ.

### Analysis of colocalized synaptic puncta

P21 GlastCreER;Ai14 mice were collected and sections were stained with antibodies against presynaptic and postsynaptic makers: VGluT1 and PSD95, or GAT and gephyrin. High magnification (×100, 1.44 numerical aperture objective plus ×1.5 optical zoom) *z*-stack images were obtained with a Leica SP8 confocal microscope. Each image includes individual astrocytes with 5-µm-thick *z*-stacks. The number of colocalized synaptic puncta on tdTomato^+^ astrocyte territories was analyzed using MATLAB^58^.

### Statistics and reproducibility

Cell counting was analyzed manually with ImageJ/Fiji cell counter (National Institutes of Health (NIH), v.2.0.0-rc-69/1,52p). Analysis of cell density was done in ImageJ by dividing the septum into its medial and lateral nuclei based on DAPI staining and the LS was divided into three subdivisions from dorsal to ventral. The area size of the region of interest was measured and the cells in these regions were counted. Quantification of synapse puncta in astrocyte territories and quantification of RNA puncta per area were carried out automatically using a data-processing pipeline (see above) in MATLAB R2019b. All statistical tests were performed in GraphPad Prism 9. For each experiment, the number of replicates (*n*) is indicated in the figure legends. The accepted value for significance was *P* < 0.05. Numbers of mice are reported in the figure legends. The experiments reported here were repeated independently at least three times, using mice from at least three different generations. No statistical methods were used to predetermine sample size for single experiments. Data distribution was assumed to be normal, but this was not formally tested. All samples were pooled to perform multiplexed snRNA-seq/MERFISH/bulk RNA-seq, so that different groups were processed in parallel, and no human judgment was involved. For other experiments, sample collection was not fully performed blind to the experimental conditions; however, the data analyses were performed either using automated data analysis procedures without consideration of experimental groups or the experimenters were fully blind to the experimental conditions. Data analysis was performed using the same parameters across groups. All data were used for analysis unless there were apparent failures of the experiment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-025-02007-z.

## Supplementary information

Supplementary Information Supplementary Figs. 1–5 and legends.

Reporting Summary

Supplementary Table 1 Supplementary Table 1, related to Fig. 3 SCENIC analysis revealing the transcription factor–target regulatory networks in septal astrocytes. ‘Genes’ indicates the list of target genes of each transcription factor. ‘Weights’ indicates the close linkage between each target and the corresponding transcription factor.

Supplementary Table 2 Supplementary Table 2, related to Fig. 5 The scRFE analysis identifying the significant genes defining P21 astrocyte clusters. Blue and red colors indicate the top 25 genes significantly associated with P21 MSA and LSA clusters, respectively. Two asterisks (^**^) denote genes present in both MSAs and LSAs. A higher Gini score reflects greater significance of the genes in representing the defined cluster.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

The snRNA-seq data, MERFISH and RNA-seq data have been deposited at the Gene Expression Omnibus (GEO) and are publicly available as of the date of publication. GEO accession nos. are listed as: snRNA-seq data (GSE281738), MERFISH (GSE282127) and bulk RNA-seq data (GSE281480). Source data are provided with this paper.

# Supplementary material for: Astrocyte specification in the mouse septum is shaped by both developmental origin and local signals
**Source:** Nat Neurosci. 2025 Jul 28;28(8):1676–87. doi: 10.1038/s41593-025-02007-z
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–5 and legends.

# Astrocyte specification in the mouse septum is shaped by both developmental origin and local signals

---

In the format provided by the  
authors and unedited

A

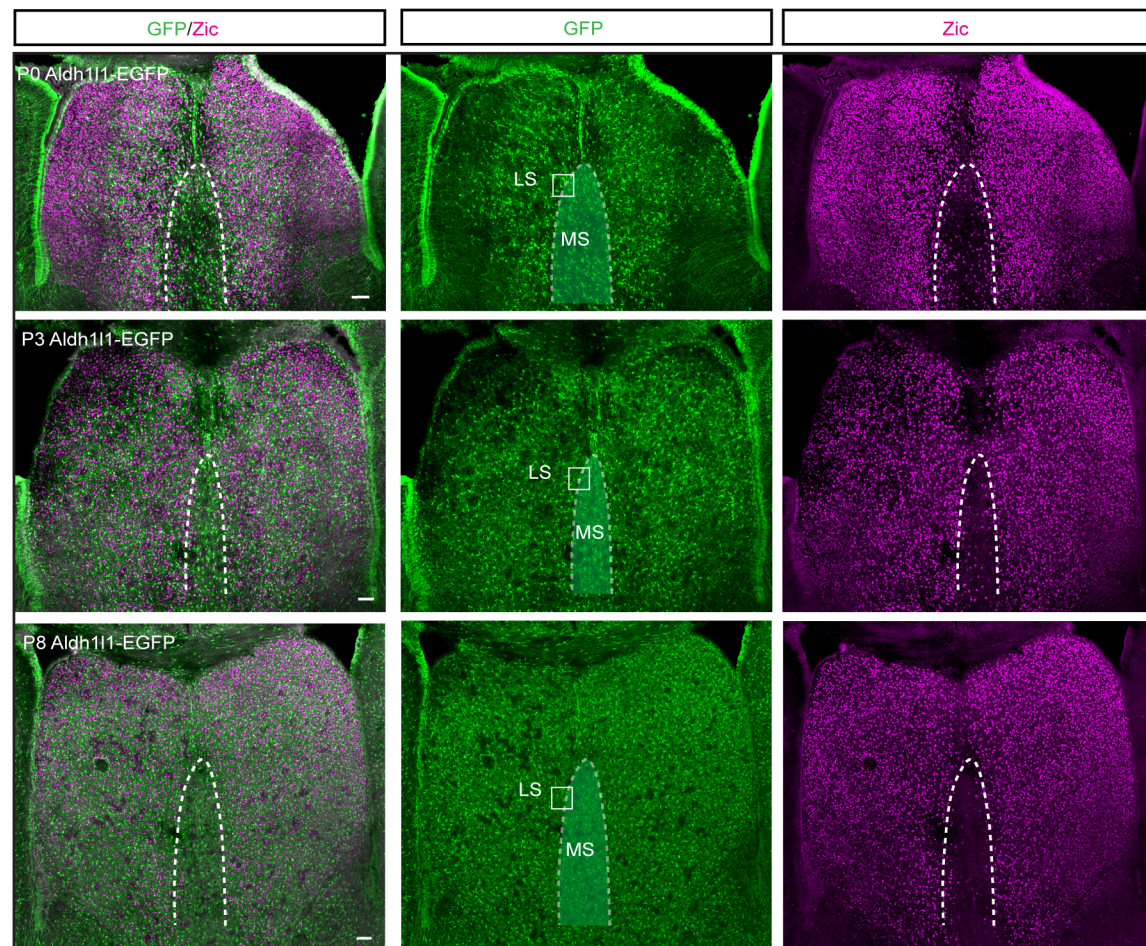

B

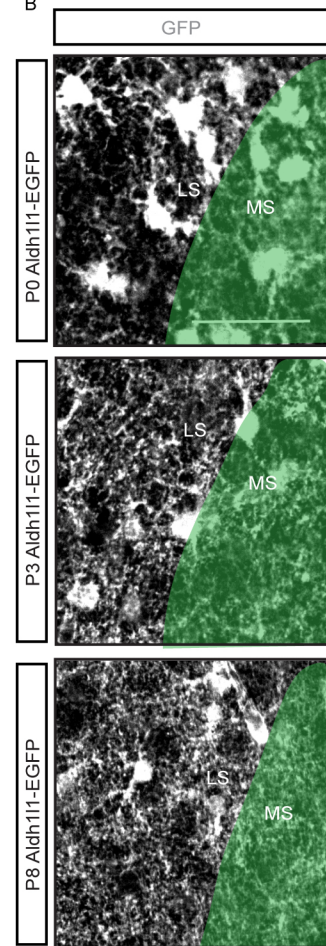

C

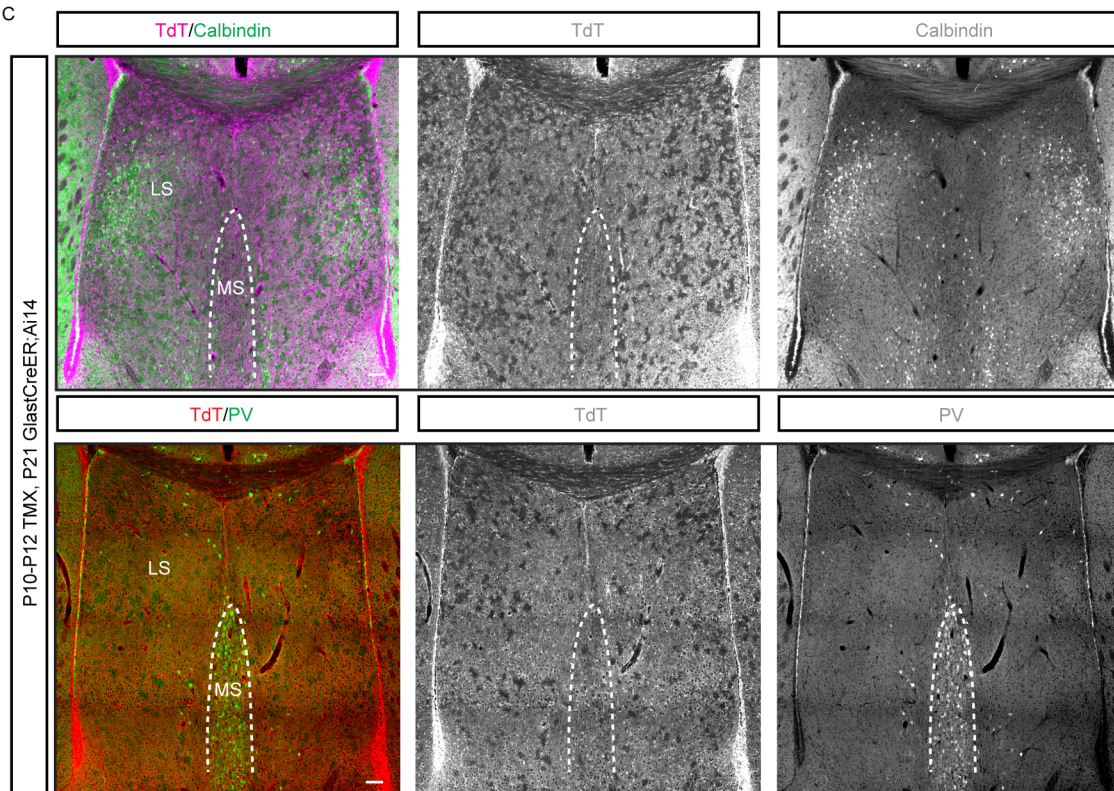

D

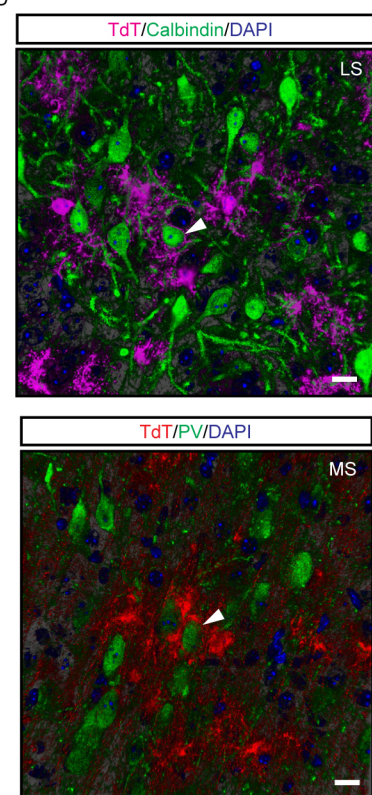

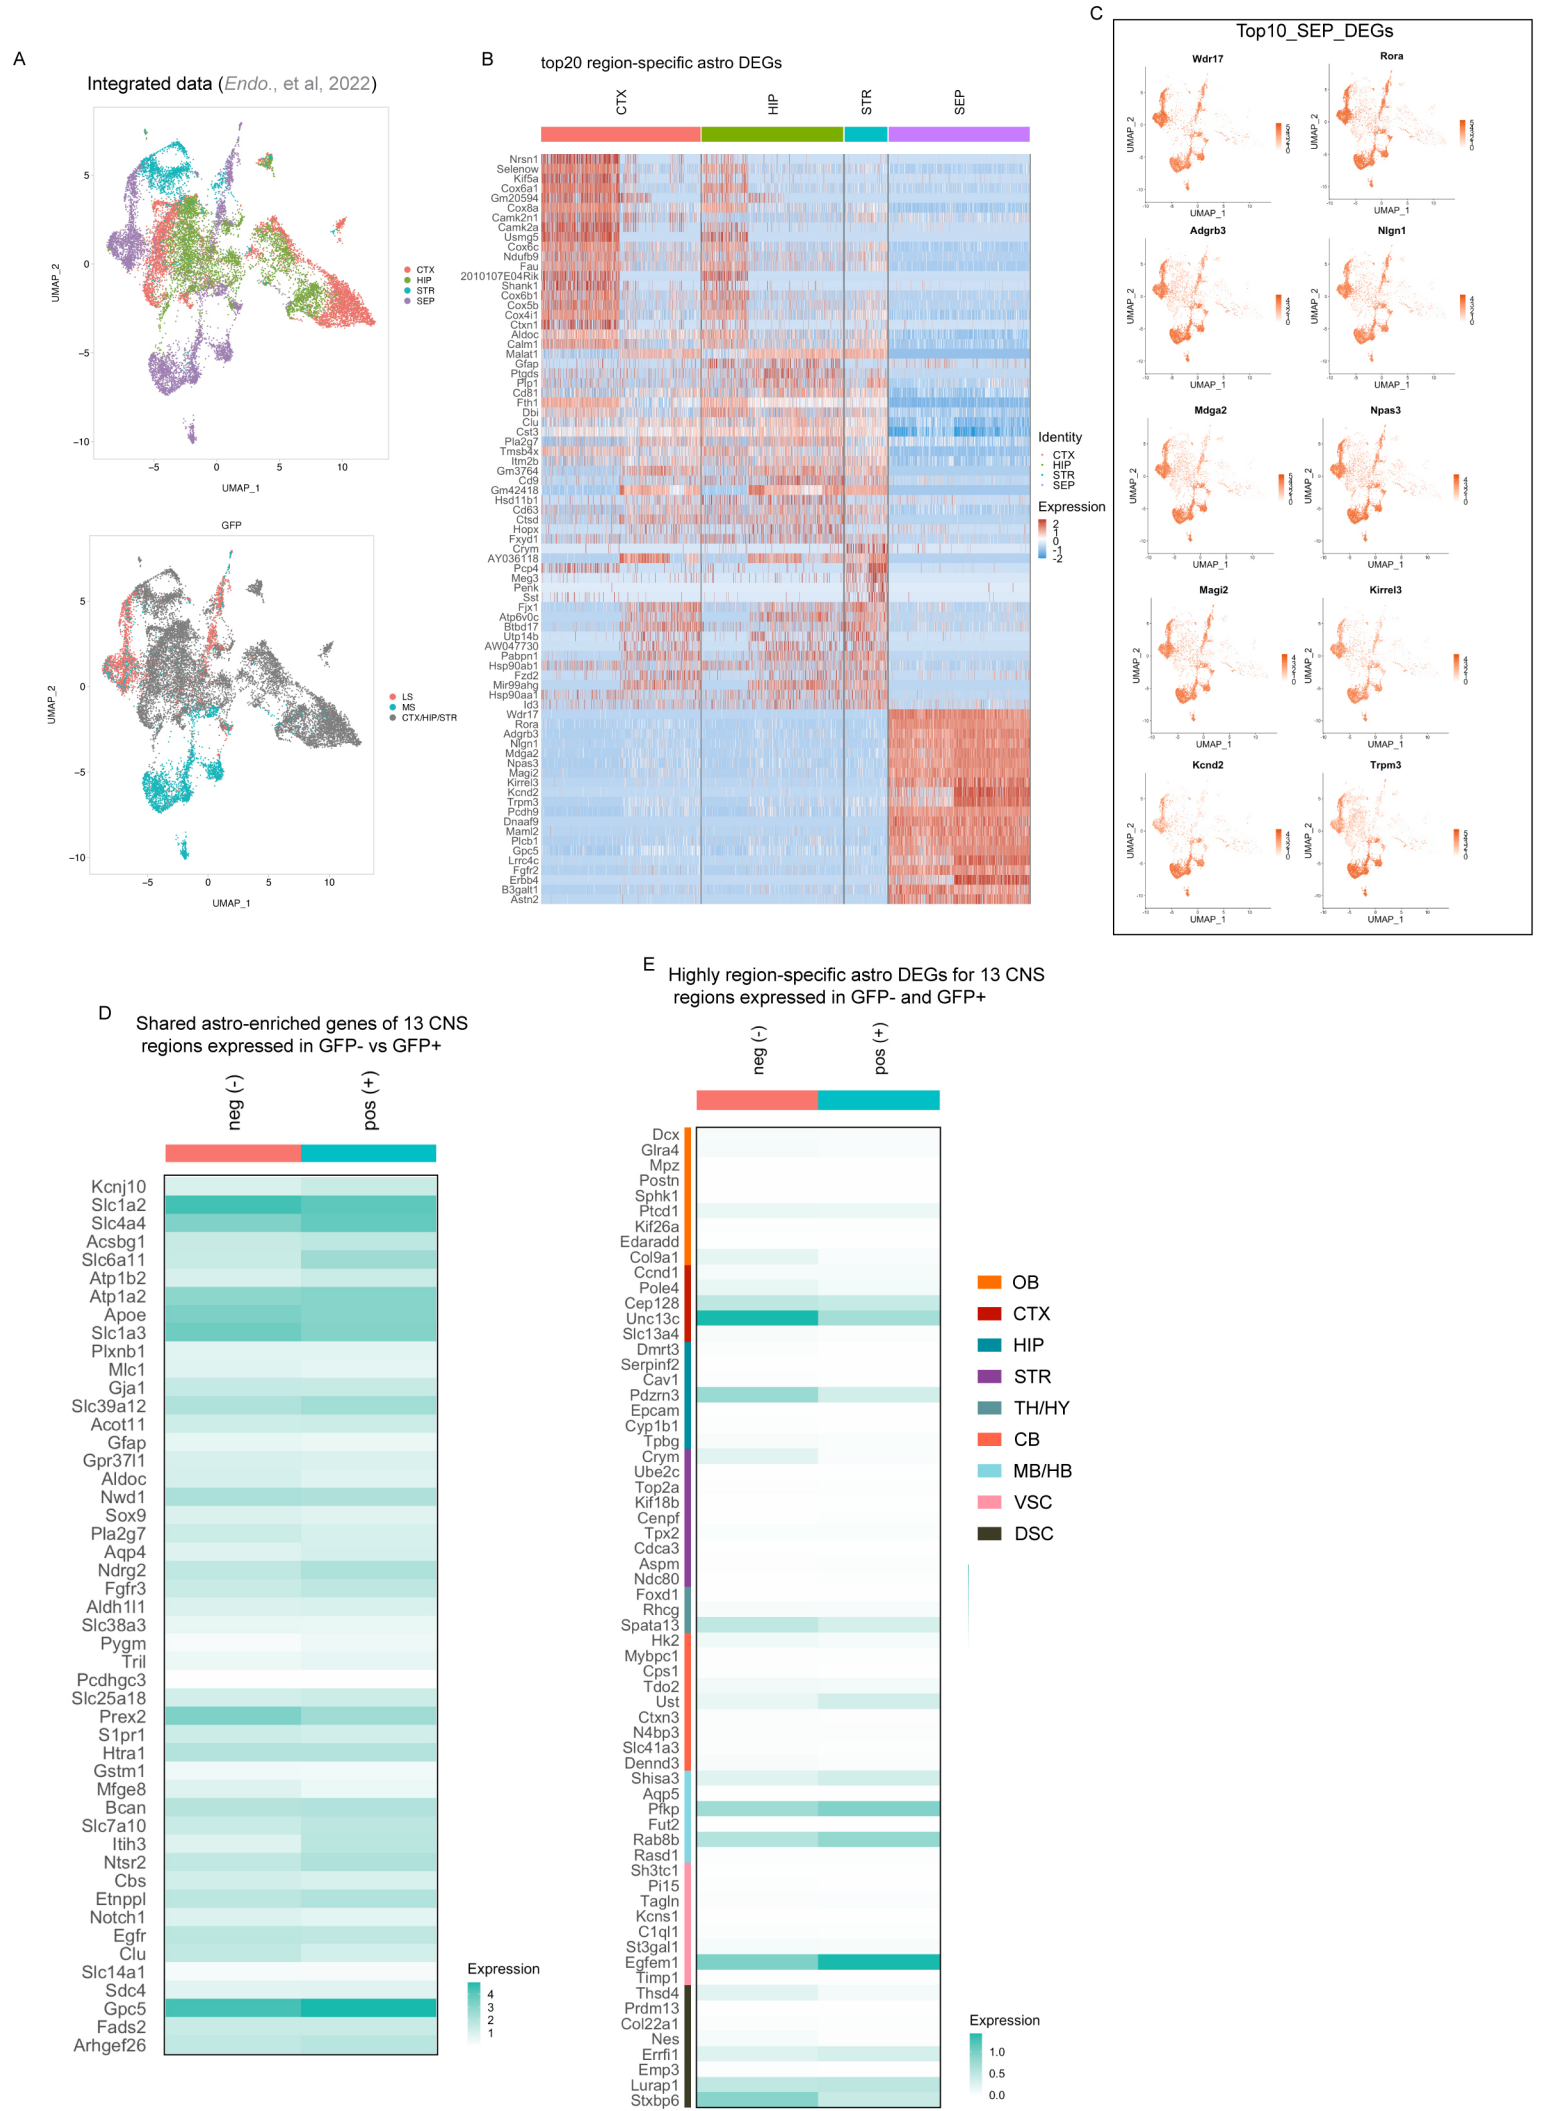

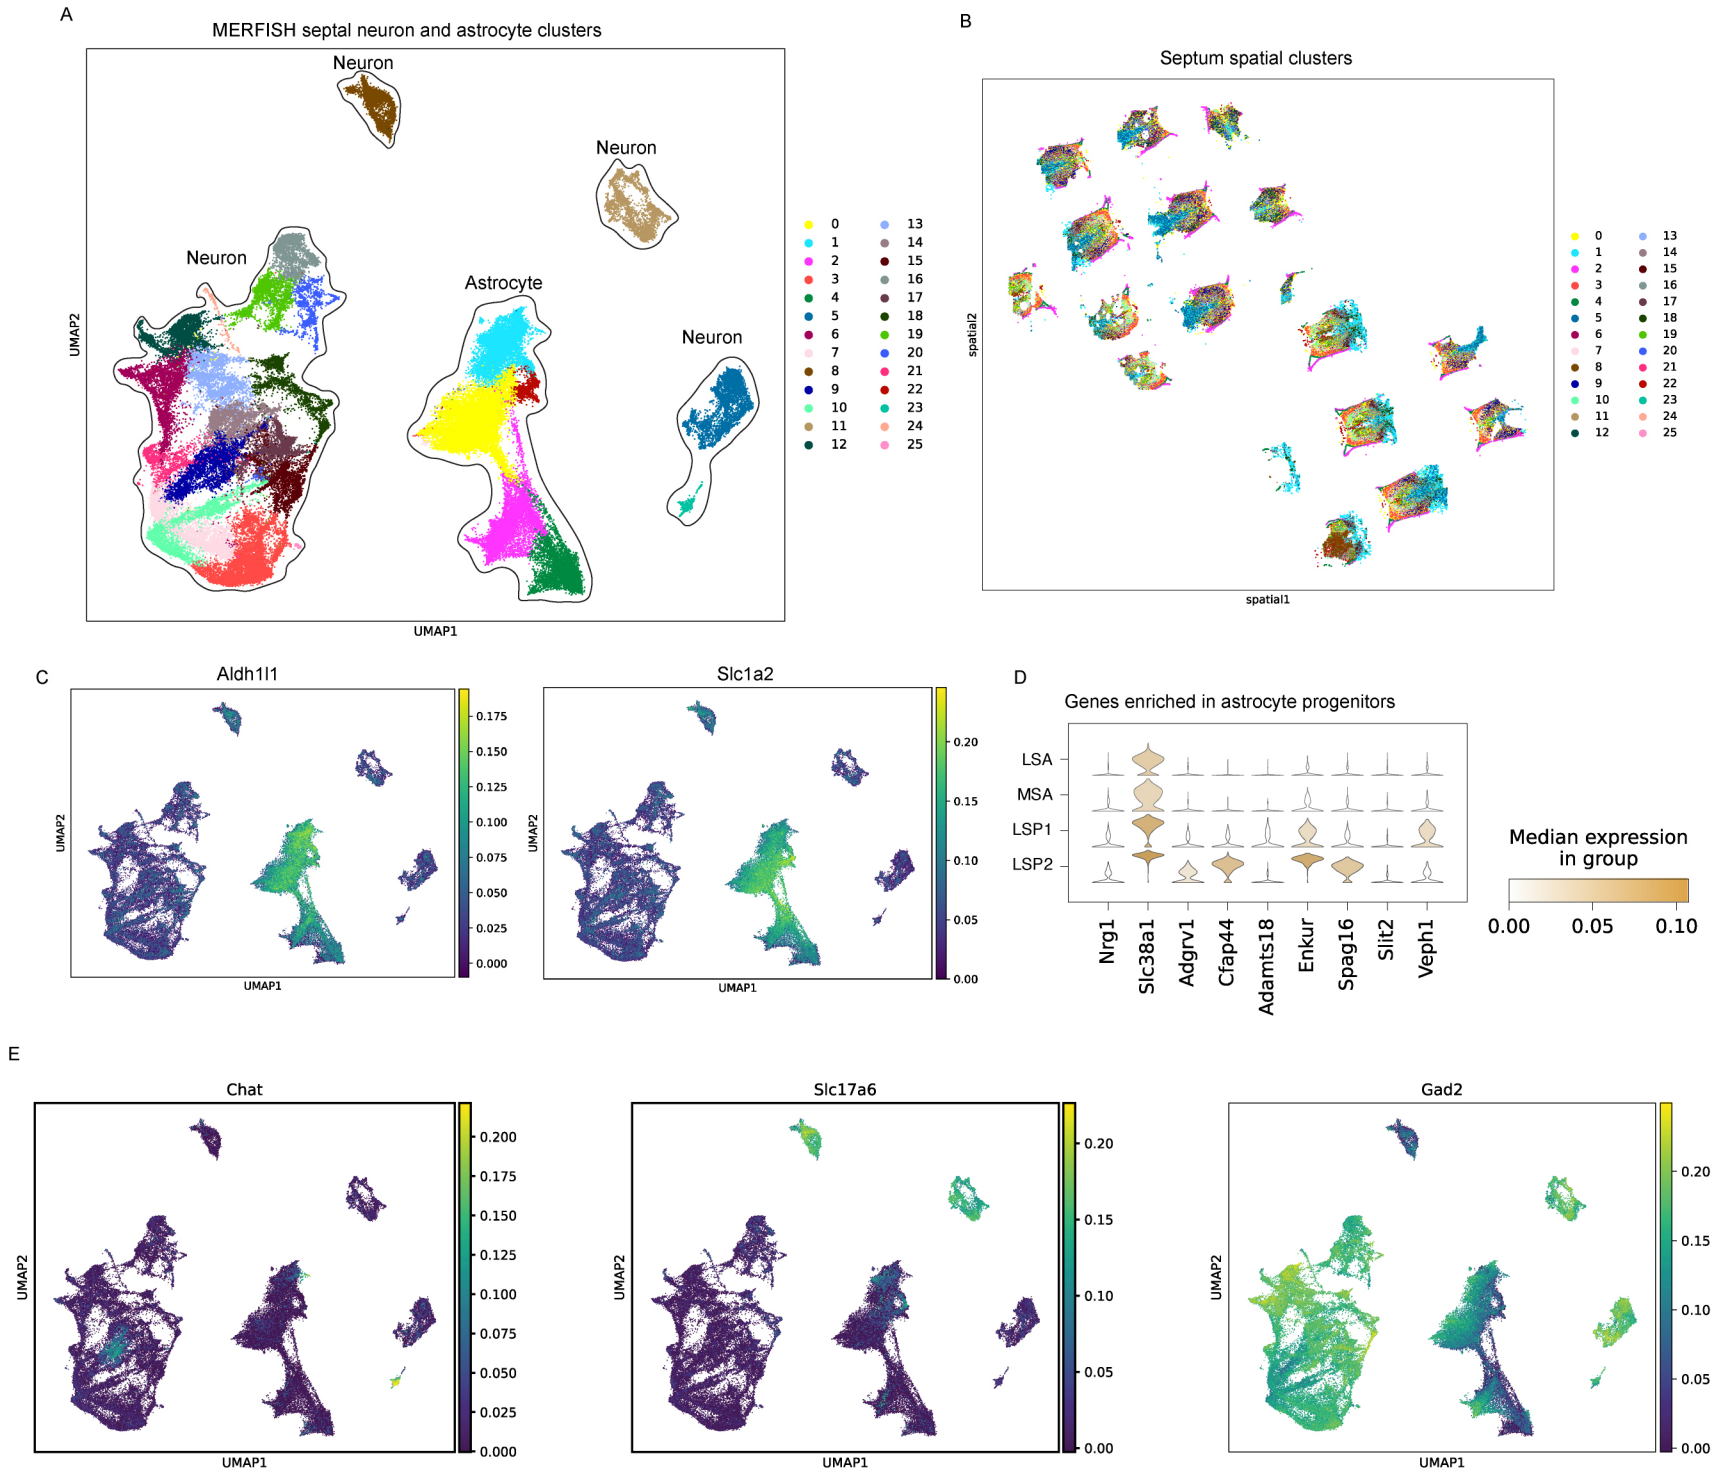

Supplementary Fig.4

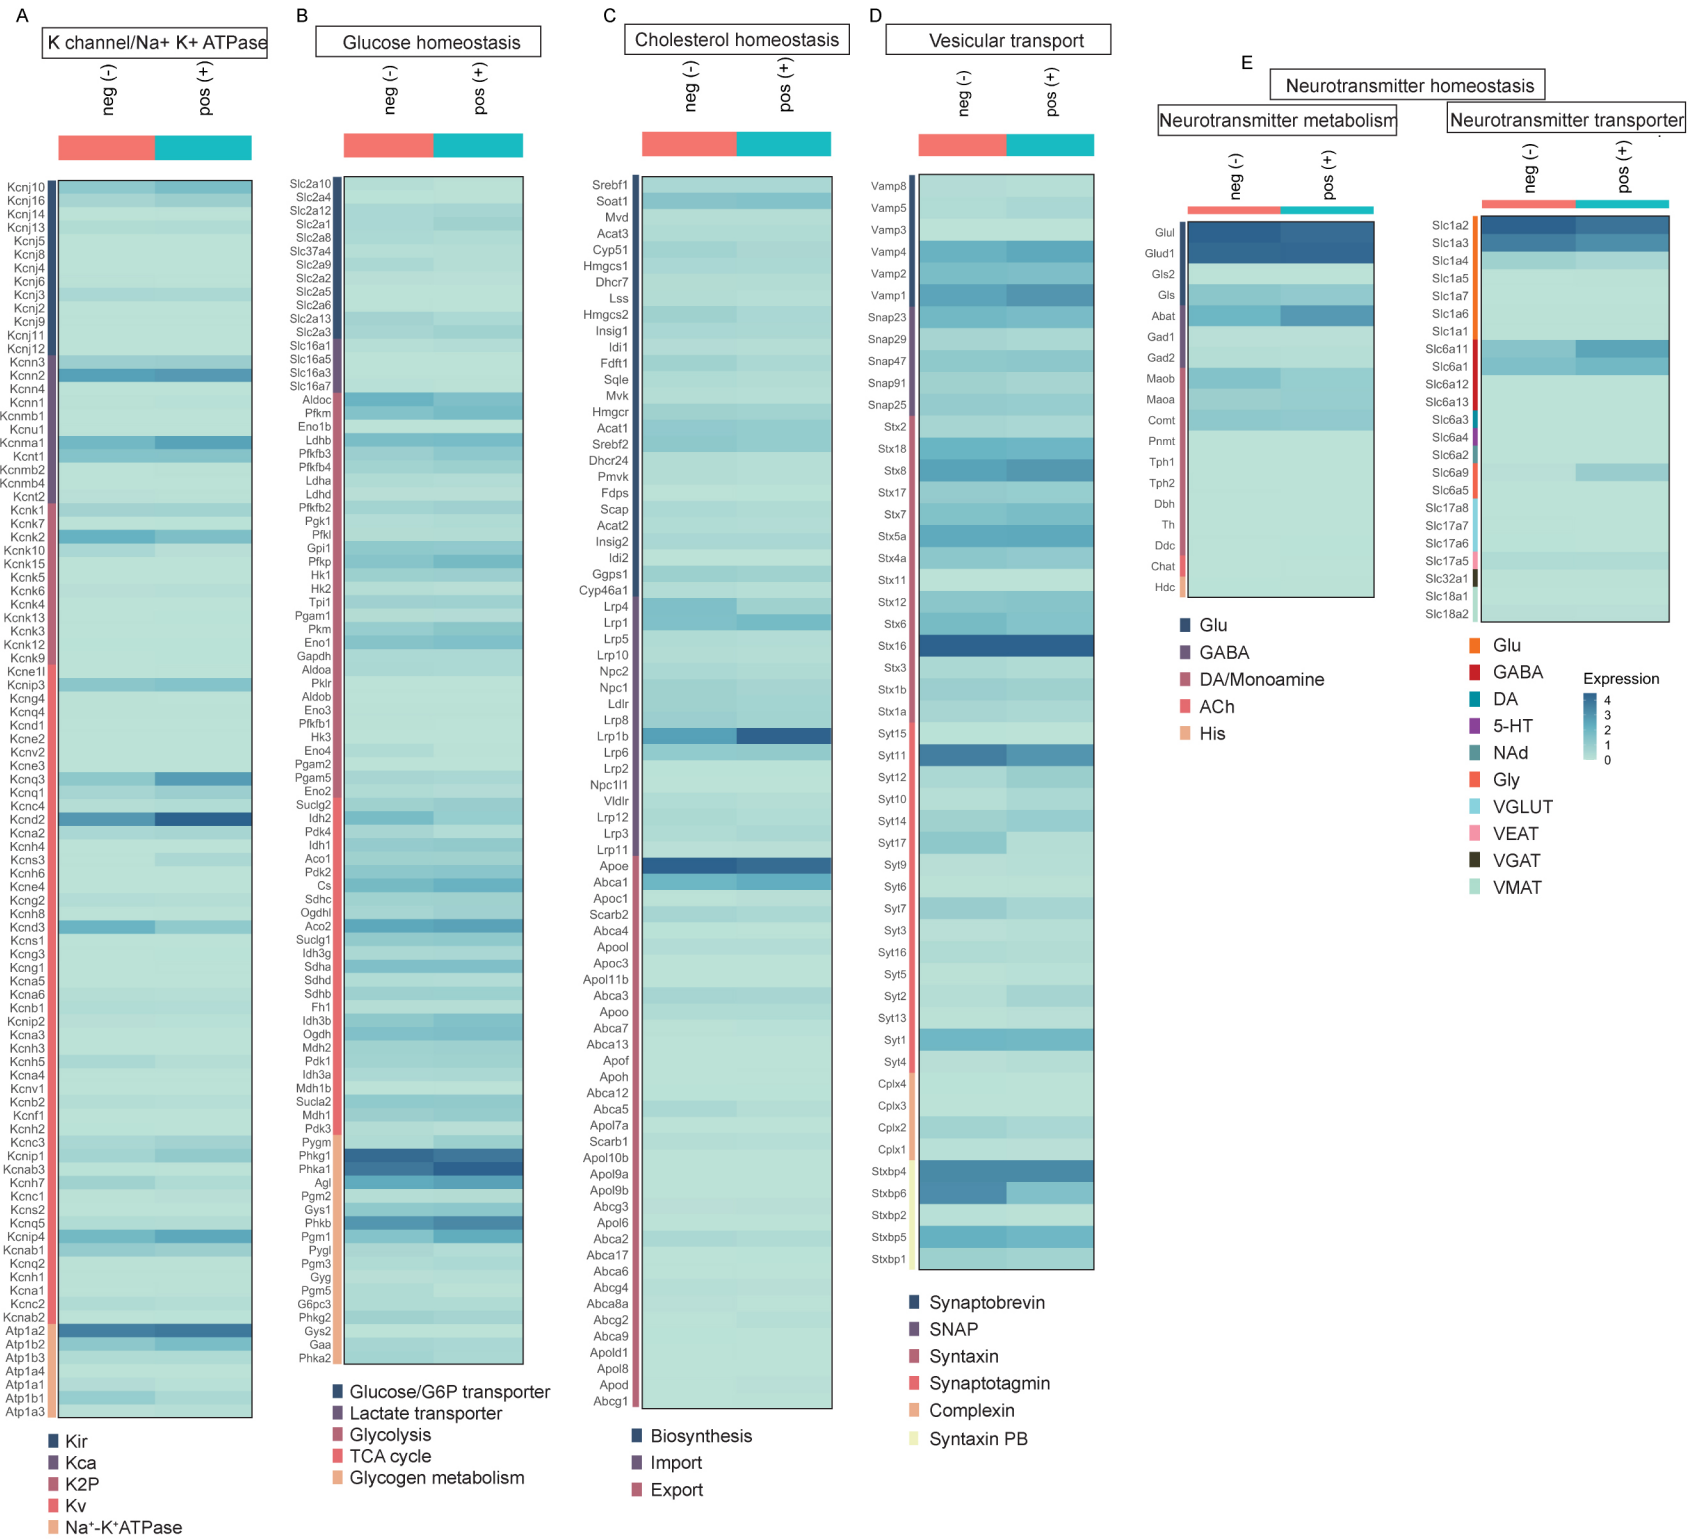

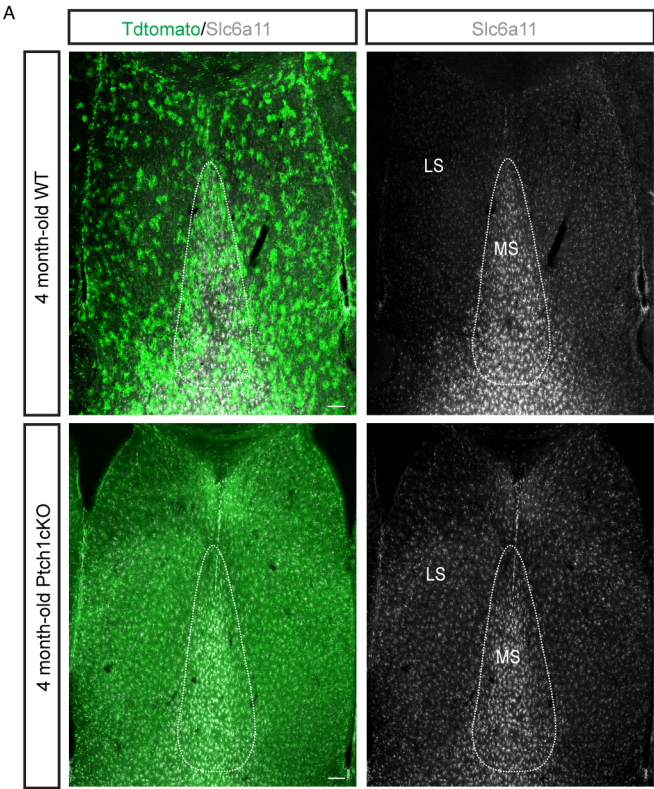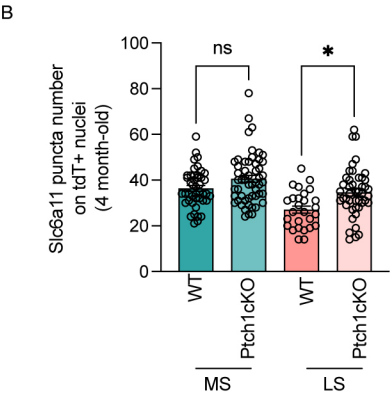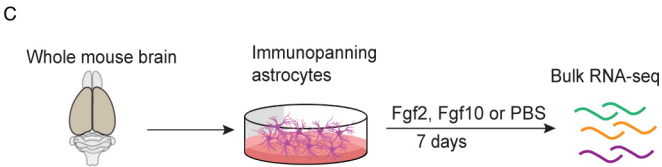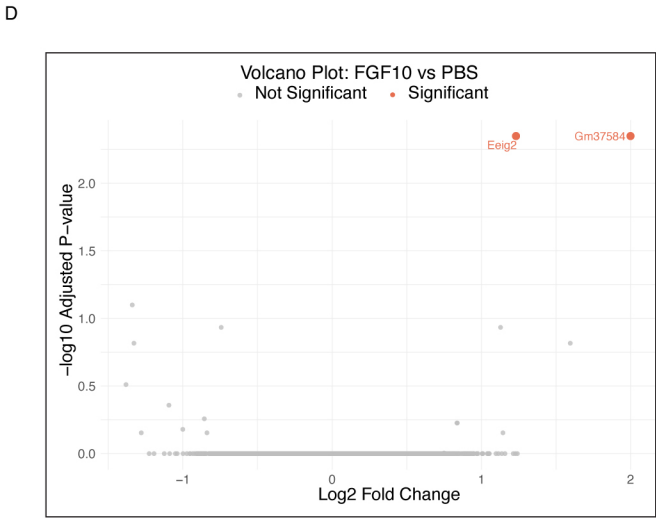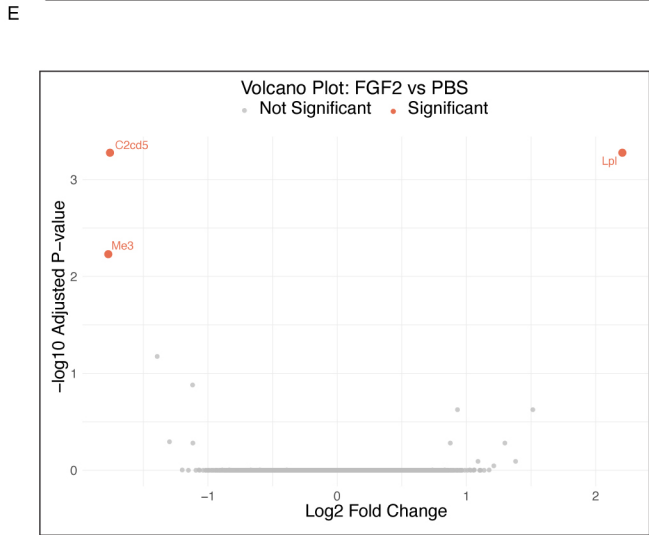

**Supplementary Fig.1, related to Fig.1: Astrocyte cellular properties in the septum.**

**A, B)** Immunostaining for GFP in P0, P3, and P8 *Aldh1l1*-EGFP mice; MS and LS boundaries were distinguished by Zic staining (LS marker) (**A**). White boxes indicate the regions selected for high magnification images (right panel) (**B**). Scale bars: left: 100  $\mu$ m, right: 10  $\mu$ m. **C)** Immunostaining for tdTomato (magenta), Calbindin, and Parvalbumin in tamoxifen-induced P21 *Glast*CreER; Ai14 mice (tamoxifen injected at P10-P12). Scale bar: 100  $\mu$ m. **D)** High magnification images showing Calbindin<sup>+</sup> and PV<sup>+</sup> neurons closely ensheathed by adjacent tdTomato<sup>+</sup> astrocytes in the LS and MS respectively. Scale bar: 10  $\mu$ m.

**Supplementary Fig.2, related to Fig.2: Septal astrocytes exhibit region-specific molecular signatures.**

**A)** UMAP plot showing astrocyte clusters in four distinct regions (top) and segregation between MS astrocytes and other regions based on GFP expression (bottom). CTX = cortex, HIP = hippocampus, STR = striatum, SEP = septum. **B)** Heatmap showing the top 20 region-specific enriched genes in the CTX, HIP, STR and SEP. **C)** Feature plots of the top 10 septal DEGs. **D)** Heatmap showing genes shared across the 13 CNS regions indicated in panel E, as expressed in P21 GFP<sup>+</sup> and GFP<sup>-</sup> septal astrocytes. **E)** Heatmap plot showing the enrichment of region-specific DEGs from 13 CNS regions (olfactory bulb (OB), motor cortex (MCX), somatosensory cortex (SCX), visual cortex (VCX), hippocampus (HIP), striatum (STR), thalamus (TH), hypothalamus (HY), cerebellum (CB), midbrain (MB), hindbrain (HB), ventral spinal cord (VSC) and dorsal spinal cord (DSC)) in GFP<sup>-</sup> and GFP<sup>+</sup> septal astrocytes.

**Supplementary Fig.3, related to Fig.2: MERFISH analysis of P35 septal cells.**

**A)** UMAP plot of MERFISH data revealing 25 subclusters of P35 septal astrocytes and neurons. **B)** Spatial transcriptomics analysis showing 25 subcluster locations in the septum along the rostro-caudal axis. **C)** Astrocyte clusters in MERFISH were identified by general astrocyte markers: *Aldh1l1* and *Slc1a2*. **D)** Genes enriched in LSP cluster (snRNAseq, **Extended Data Fig. 3I**) show high enrichment in MERFISH clusters LSP1

and LSP2. **E)** Neuron clusters in MERFISH were identified by general neuron markers: *Chat*, *Slc17a6*, *Gad2*.

**Supplementary Fig.4, related to Fig.3: Expression of genes regulating astrocytic core function in septal astrocytes. A-E)** Heatmaps showing the average expression of genes for potassium channels and Na<sup>+</sup>-K<sup>+</sup> ATPases (**A**), glucose homeostasis (**B**), cholesterol homeostasis (**C**), vesicular transport (**D**), and neurotransmitter homeostasis (**E**) in P21 GFP<sup>+</sup> vs GFP<sup>-</sup> astrocytes. Kir: inwardly rectifying K<sup>+</sup> channel, Kca: calcium-activated K<sup>+</sup> channel, K2P: two-pore domain K<sup>+</sup> channel, Kv: voltage-gated K<sup>+</sup> channel, Glu: glutamate, DA: dopamine, Ach: acetylcholine, 5-HT: serotonin, His: histamine, Ad: Adrenaline, Gly: glycine, VGLUT: glutamate vesicular transporter, VEAT: vesicular excitatory amino acid transporter, VGAT: vesicular GABA transporter, VMAT: vesicular monoamine transporter, VACHT: vesicular acetylcholine transporter.

**Supplementary Fig.5, related to Fig.4: Shh and Fgf signaling regulate gene expression in septal astrocytes. A)** *In situ* hybridization of *Slc6a11* combined with immunostaining for tdTomato in 4 month-old tamoxifen-induced *GlastCreER*;Ai14 (WT) and *GlastCreER*; *Ptch1*<sup>fl/fl</sup>; Ai14 (*Ptch1*cKO) mice. Tamoxifen was injected in 4 month-old mice, samples were collected after 3 weeks. Scale bar: 100  $\mu$ m. **B)** Quantification of *Slc6a11* puncta number on tdT<sup>+</sup> astrocyte nuclei (One-way ANOVA, Turkey's multiple comparisons test, N = 4 mice, 28-54 astrocytes in each condition). **C)** Schematic of the methods for bulk RNA-seq of immunopanned astrocytes under treatment with Fgf2 and Fgf10. **D)** Volcano plot showing differential gene expression in Fgf2 vs. PBS, and Fgf10 vs. PBS. N = 4 (PBS), 3 (Fgf2), 3 (Fgf10) replicates. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. When the p-value was greater than 0.05, it was stated as non-significant (ns).

# Supplementary material for: Astrocyte specification in the mouse septum is shaped by both developmental origin and local signals
**Source:** Nat Neurosci. 2025 Jul 28;28(8):1676–87. doi: 10.1038/s41593-025-02007-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images were acquired using STELLARIS 5 confocal microscope system (Leica), single-nucleus RNA-sequencing data were collected using NovaSeq 6000 sequencer, MERFISH data were collected using Vizgen Merscope instrument, Bulk RNA-sequencing data were collected using NextSeq 2000 P3.                                                                                                                                                                                                                                                                                                               |
| Data analysis   | snRNA-seq analysis: Cell Ranger (v6.0.0), R (v4.2.3), Seurat (5.1.0), Cellphone DB (v3.0), WGCNA (v1.7.3), scRFE (v1.5.6), enrichGO (v4.6.2)<br>MERFISH analysis: spyder (v3.9.14), numpy (v1.26.4), scanpy (v1.10.1), SpatialDE(v1.1.3), NaiveDE (v1.2.0), anndata (v0.10.7), pandas (v2.2.2);<br>Bulk RNA-seq analysis: STAR (2.7.10), DESeq2 (v1.38.3)<br>For imaging analysis, using Fiji (v2.0.0-rc-69/1,52p); for statistic analysis and plotting, using Prism 9; For astrocyte morphology analysis, using both Fiji (v2.0.0-rc-69/1,52p) and Imaris (v10.1). For more information see Methods. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets used in this research article can be downloaded from the Gene Expression Omnibus (GEO) accession number: snRNA-seq (GSE281738), MERFISH (GSE282127), Bulk RNA-Seq (GSE281480).

Publicly available data used in this study: GSE198027 (scRNA-seq of adult cortical, hippocampal and striatal astrocytes).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Lhx2 (1:500-1000, rabbit, ABE1402, Millipore),  
 RFP (1:500, rabbit, 600-401-379, Rockland),  
 Sox9 (1:500, goat, AF3075, R&D),  
 Olig2 (1:2000, rabbit, AB9610, Millipore),  
 Zic (1:1000, rabbit, ref, gift from Segal lab, DFCI),  
 Nkx2.1 (1:500, clone-8G7G3/1, mouse, 53136, Santa Cruz),  
 GFP (1:500, Chicken, GFP-1020, Aves),  
 RFP (1:500, chicken, 600-901-379, Rockland),  
 PSD95 (1:500, rabbit, 51-6900, Thermo Fisher),  
 VGLUT1 (1:500, guinea pig, AB5905, Millipore),  
 VGAT (1:500, clone-Gp117G4, guinea pig, 131308, Synaptic Systems),  
 Gephyrin (1:500, clone-RbmAb7a, rabbit, 147008, Synaptic Systems),  
 Calbindin (1:1000, rabbit, SKU CB38a, Swant),  
 Parvalbumin (1:500, clone-PARV-19, mouse, SAB4200545, Sigma),  
 Goat polyclonal anti-chicken Alexa 488, 546 (1:1000, A11039, A11040, Thermo Fisher),  
 Goat polyclonal anti-guinea pig Alexa 488 (1:1000, A11073, Thermo Fisher),  
 Goat polyclonal anti-mouse Alexa 488, 647 (1:1000, A11001, A21236, Thermo Fisher),  
 Goat polyclonal anti-rabbit Alexa 488, 647 (1:1000, A11034, A21245, Thermo Fisher),  
 Donkey polyclonal anti-goat Alexa 647 (1:1000, A21447, Thermo Fisher),  
 Donkey polyclonal anti-mouse Alexa 488 (1:1000, A21202, Thermo Fisher).

## Validation

All other antibodies used in this study were obtained from commercial suppliers and were validated by the manufacturers for their application in immunohistochemistry. The validation is reported on their websites as follows:  
 Lhx2: <https://www.sigmaaldrich.com/US/en/product/mm/abe1402>  
 RFP-rabbit: <https://www.rockland.com/categories/primary-antibodies/rfp-antibody-pre-adsorbed-600-401-379>  
 Sox9: [https://www.rndsystems.com/products/human-sox9-antibody\\_af3075](https://www.rndsystems.com/products/human-sox9-antibody_af3075)  
 Olig2: <https://www.sigmaaldrich.com/US/en/product/mm/ab9610>  
 Nkx2.1: <https://www.scbt.com/p/ttf-1-antibody-8g7g3-1>  
 GFP: <https://www.antibodiesinc.com/products/anti-green-fluorescent-protein-antibody-gfp>  
 RFP-chicken: <https://www.rockland.com/categories/primary-antibodies/rfp-antibody-600-901-379>  
 PSD95: <https://www.thermofisher.com/antibody/product/PSD-95-Antibody-Polyclonal/51-6900>  
 VGLUT1: <https://www.sigmaaldrich.com/US/en/product/mm/ab5905>  
 VGAT: <https://sysy.com/product/131308>  
 Gephyrin: <https://sysy.com/product/147008>  
 Calbindin: <https://webshop.swant.com/cb38a-calbindin.html>  
 Parvalbumin: <https://www.sigmaaldrich.com/US/en/product/sigma/sab4200545>  
 Goat polyclonal anti-chicken Alexa 488: <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-11039>  
 Goat polyclonal anti-chicken Alexa 546: <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-11040>  
 Goat polyclonal anti-guinea pig Alexa 488: <https://www.thermofisher.com/antibody/product/Goat-anti-Guinea-Pig-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11073>  
 Goat polyclonal anti-mouse Alexa 488: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>  
 Goat polyclonal anti-mouse Alexa 647: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21236>  
 Goat polyclonal anti-rabbit Alexa 488: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11034>  
 Goat polyclonal anti-rabbit Alexa 647: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21245>  
 Donkey polyclonal anti-goat Alexa 647: <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21447>  
 Donkey polyclonal anti-mouse Alexa 488: <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>  
 In addition, the Zic antibody is a Gift from Segal Lab, DFCI (Borghesani et al., 2002, DOI: 10.1242/dev.129.6.1435)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse lines: CD1 (strain code 022, Charles River Laboratories), C57BL/6J-Tg(Nkx2-1-cre)2Sand/J (Nkx2.1-Cre) (008661, The Jackson Laboratory), B6;129-Gt(ROSA)26Sortm5(CAG-Sun1/sfGFP)Nat/J (021039, The Jackson Laboratory), Zic4Cre (Kessaris lab, UCL [32]), B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J (Ai14) (007914, The Jackson Laboratory), Tg(Slc1a3-cre/ERT)1Nat/J (Glast-CreERT2) (012586, The Jackson Laboratory), B6N.129-Ptch1tm1Hahn/J (Ptch1flox/flox) (012457, The Jackson Laboratory), Tg(Aldh1l1-EGFP,-DTA)D8Rth/J (026033, The Jackson Laboratory). the different lines at different ages were used based on different experiments. The detailed information is shown in figure legends and methods. Animals were housed in a room with the humidity between 30-70%; temperature 68-79 degrees F. and a 12 h light-dark cycle (19:00–07:00 schedule), ventilation maintained at 10-15 air changes per hour. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | For snRNA-seq and MERFISH, sex was determined prior to use, but this was only applied to mice older than P7. Before P7, sex is difficult to distinguish in the first postnatal week, so these mice were labeled as sex-undetermined. For other experiments, results/data were not separated based on sex                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | No field-collected samples were used in this study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All animal procedures conducted in this study followed experimental protocols approved by the Institutional Animal Care and Use Committee of Harvard Medical School (HMS) (IS00000677-3) and the University of California, San Francisco (UCSF) (AN191974, AN205156-00B). Mouse housing and husbandry conditions were performed in accordance with the standards of the Center of Comparative Medicine at HMS and the Laboratory Animal Resource Center (LARC) at UCSF.                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

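Bulk RNA-seq of immunopanned mouse astrocytes was analyzed from the table of gene counts that the authors deposited. The table holds 17 libraries from 5 groups: 3 DMSO, 3 SAG, 4 PBS, 4 FGF2 and 3 FGF10 cultures. Groups and replicate numbers were taken from the sample labels and doses and times from the methods. The methods give 3 FGF2 replicates where the labels list 4, and all 4 were used because the paper does not say which were kept. The snRNA-seq, MERFISH, Ptch1cKO and transplantation experiments were not analyzed here.

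The authors prepared 3ʹ-end libraries from poly(A) RNA, removed BC1 transcripts, chose the number of PCR cycles per library with an add-on assay, aligned the reads and counted them per gene with STAR. The deposited values are whole-number read counts per gene, one column per library, without normalization. The text names no genome build, annotation, strand setting, trimming or use of molecular identifiers, so a read copied by PCR could be counted many times, and genes that overlap or share sequence with near copies could have lost or gained reads in the counting. Every value of the table is a whole number, as counts are. The table has 56805 rows, of which 114 are spike-in sequences. No library had more than 86 spike-in counts, and these rows were left out of totals and tests. Of the 56691 gene rows used, 34085 had no count in any library, and 77 gene symbols stand on more than 1 row and were kept apart. Names were matched against a mouse annotation that is older than the one the table follows, in which 50656 of 55803 symbols (90.8%) were found. It was used for names only and no coordinates are given.

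Total counts per library ran from 17481727 to 68342287 with a median of 37173676. Intervals on single counts were not used, since reads are not independent molecules. The precision was set by the spread between libraries, in which differences between cultures and genes without reads are mixed. Of the genes at 5 to 10 CPM in the other libraries, 7.86% to 33.7% were at 0 in a given library. No pair of libraries in a group held the same library: the chi-square per degree of freedom of their counts was between 156 and 565 over 21 pairs.

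Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each of 4 comparisons (SAG against DMSO, FGF2 against PBS, FGF10 against PBS, FGF2 against FGF10), only the libraries of its groups entered the fit. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, library sizes were normalized by TMM, and the quasi-likelihood test was used without covariates. P-values were adjusted by the Benjamini-Hochberg method. The threshold for counts of genes was that of the paper, an adjusted p under 0.01 and an absolute log2(fold-change) above 1; a single gene or a list was called at an adjusted p under 0.05. The standard error of a log2(fold-change) was taken from the F statistic. CPM values are TMM-normalized within a comparison. Single genes were also tested by two-sided exact permutation of CPM. A fold against a group whose libraries all had at most 3 counts was computed against that floor. It is a lower bound in reads and not in molecules, since it does not cover the copying of single molecules by PCR.

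Lists were tested by camera on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over 9 tests. The lists were the genes downstream of SHH (Fig. 4i) and FGF2 (Fig. 4k), the 20 leading markers of MSAs and of LSAs (Fig. 2j), and a list of FGF feedback genes. Lists of markers of astrocytes, microglia or macrophages, oligodendrocyte lineage, neurons, endothelial or mural cells, fibroblasts, ependymal cells and the cell cycle, and a list of canonical SHH targets, were used for the closing observations. All lists were written from the figures or from general knowledge before the data were examined, as were the designs, the thresholds, the alternatives except those named as later, and the rule for which genes are named. That rule takes the genes that the text and the labels of Fig. 4n and Supplementary Fig. 5d,e name, up to 5 rising and 5 falling genes past the threshold without overlap between groups, the genes of each list past the threshold or its extremes, and pathway readouts, among them *Ptch1*, *Gli1*, *Hhip*, *Dusp6*, *Spry4*, *Etv4* and *Etv5*.

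The alternatives were DESeq2's size factors in edgeR, no filter or a filter on a mean of 10 counts, more groups in the fit, the replicate number as a block, each library left out in turn, DESeq2's Wald test, 2 looser thresholds with an adjusted p under 0.05, and fry and an estimated correlation for lists. The test was checked on simulated counts with 200 genes changed by 2 on the log2 scale. With a dispersion of 0.05, edgeR recovered 200 of 200 in each comparison, with at most 4 false calls. With the dispersions of the real libraries it recovered 39, 40, 48 and 19 of 200 in the order of the comparisons above, with 0, 0, 1 and 0 false calls, and DESeq2 recovered 81 with 104 false calls for SAG against DMSO and 88 with 51 false calls for FGF2 against PBS.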

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

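The comparisons of the SAG experiment with the replicates of the FGF experiment, the fit without abundant genes and the comparison of lineage markers were chosen after the result was seen, and the fit with thinned counts and the test on *Prex2* before.

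*Grk3*, *Ckb* and *Olig1* passed the threshold under SAG and are not named in the paper. Their log2(fold-change) values were 2.26, 1.17 and 1.29, and all 3 were higher in each of the 3 SAG libraries than in each DMSO library. With every library thinned to the smallest total count, 3 of the 3 genes stayed past the threshold, and the adjusted p of *Ckb* was 0.00335, which argues against library size. Without the 20 most abundant other genes, 3 of the 3 genes also stayed past it, which argues against a few genes taking most of the counts. This fit was defined again after a first version had left out *Ckb* itself as one of the 20. More cells of the oligodendrocyte lineage are no sufficient explanation for *Olig1*: the 95% interval of its log2(fold-change) ran from 1.01 to 1.56, and those of 3 other markers of the lineage lay below it, among them *Sox10* at -1.11 and *Cnp* at 0.18. *Olig2*, the most abundant of these markers, rose by 0.70.

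A state of the cultures that also varies without SAG remains open for *Ckb* and *Olig1*. Between replicates 1 and 2 and replicates 3 and 4 of the FGF experiment, at equal treatment, *Ckb* differed by 1.30 and *Olig1* by 1.46 on the log2 scale (edgeR adjusted p = 1.15e-08 and 7.87e-08). The 343 genes that were higher in replicates 3 and 4 and were tested under SAG had a median log2(fold-change) of 0.34 under SAG, with 293 of them (85.4%) higher, and the 234 that were lower had a median of -0.54, with 193 (82.5%) lower; limma's camera test gave p = 5.67e-15 and 7.99e-10, and with an estimated correlation 0.00496 and 0.00118. The median of all genes under SAG was -0.020. A state that SAG itself brings about and one that arose apart from it give the same values, so for these genes the explanations cannot be told apart with 3 cultures against 3. The genes downstream of SHH do not follow this state as a list: its median was -0.20 between the replicate sets (adjusted p = 0.263 by camera), against 0.78 under SAG. Single genes differ in this. *Ptch1* differed by 0.14 there (adjusted p = 0.929 from edgeR), and *Grk3* by 0.59 with a standard error of 0.18, less than under SAG. *Lrig1*, on the list, rose by 0.70 there (adjusted p = 0.0112 from edgeR) and by 0.77 under SAG, and the SHH target *Ccnd1* rose by 2.80 there (adjusted p = 3.25e-05 from edgeR) and by 2.33 under SAG, so for both the state stays open. *Slc6a11* rose by 0.42 there with a standard error of 0.14 (adjusted p = 0.0935 from edgeR), in the direction of its 1.24 under SAG, and a part of that change by the state is not excluded. A direct effect of SHH activation on *Grk3* is one hypothesis that stays open, and it was not tested on independent cultures.

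In the FGF experiment 40 sets of 4 values (totals, quality measures and CPM of named genes in the FGF2 and the PBS libraries) were examined for a library far from the others, and 3 were found, where chance gives 2. *Prex2* had 174 counts in PBS replicate 1 and 0 in PBS replicates 2, 3 and 4, so the gap took the whole range (ratio 1), and it had 18.9 CPM in FGF2 replicate 2 against at most 2.82 CPM in the other FGF2 libraries (ratio 0.851). *Gm37584* had 2 counts in PBS replicate 3 and 0 in the others (ratio 1), which is under the floor of 3 counts. Few captured molecules could explain the values of *Prex2*: it was at 0 in 4 of the 8 libraries, and 35.7% of the 3058 genes of this mean abundance were at 0 in as many. The design offers no biological explanation for a single replicate, and none was tested.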

How the results depend on the processing

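The term for the replicate set and 3 of the DESeq2 fits were chosen after the result was seen. The count of genes past the threshold under SAG was 4. It was 39 (26 higher, 13 lower) without a filter, 21 (15 higher, 6 lower) with a filter on a mean of 10 counts, 163 (76 higher, 87 lower) with DESeq2's Wald test, 8 (6 higher, 2 lower) at an adjusted p under 0.05 with and without the fold limit, and from 0 to 1 across the 6 fits that each left out 1 library. The 4 genes were among those called with no filter, with the mean filter and with DESeq2. With DESeq2's size factors in edgeR, all 5 groups in one fit or the replicate block, the count stayed within 1.5 times of 4; with all 5 groups, *Ckb* (adjusted p = 0.468) and *Olig1* (adjusted p = 0.479) were no longer called. The cause of these changes was not tested.

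For FGF2 against PBS, FGF10 against PBS and FGF2 against FGF10 the count was 0, and it stayed 0 in each fit that left out 1 library and in each other edgeR setting, except for 2 genes without a filter in FGF2 against FGF10. DESeq2's Wald test gave 75 (40 higher, 35 lower), 65 (13 higher, 52 lower) and 63 (51 higher, 12 lower). In 93.3%, 90.8% and 92.1% of these calls, and in 50.3% of the calls for SAG, every library of a group had at most 3 counts.

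With a normal prior on the fold changes DESeq2 gave 74 genes under SAG (46 higher, 28 lower). With all 5 groups in one fit it gave 936 genes under SAG, 434 for FGF2, 512 for FGF10 and 499 for FGF2 against FGF10, and with all 5 groups and the prior 17, 3, 2 and 1. Of the 17, 2 were among the 4 genes of the edgeR test. The cause of these differences was not tested. With the term for the replicate set, the FGF counts stayed 0.

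*Ptch1* kept its direction and an adjusted p under 0.05 in all settings, and its log2(fold-change) was 2.36 to 2.68 in the fits without 1 library, and 2.16 at the lowest, with DESeq2, all 5 groups and the prior. *Slc6a11* kept its direction and was called without a filter (adjusted p = 4.79e-05), with the mean filter (0.000978), with the replicate block (0.0393) and with DESeq2 (2.44e-09), over a range up to 0.371. Of the 6 fits without 1 library, the adjusted p was above 0.05 in 1 for *Grk3* (0.0838, without DMSO replicate 1), in 3 each for *Ckb* and *Olig1* (up to 0.0863) and in 4 for *Cdk6* (up to 0.0863). Counted over all genes and settings, 39 results for 12 single genes were called only in an alternative and 17 for 4 genes were lost.

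The replicate numbers do not pair the libraries. For SAG and DMSO, deviations of same-numbered libraries from their group means correlated between -0.014 and 0.026 across genes. In the FGF comparisons these correlations were 0.041 to 0.134 over all genes tested. Over genes with at least 1000 counts they were 0.149 to 0.308, but libraries of other numbers within the same set (1 and 2, or 3 and 4) gave 0.126 to 0.300, and libraries of different sets -0.324 to -0.131. With the replicate block the signs changed for *Dusp6* with FGF2 (-0.089) and, with FGF10, for *Dusp5* (-0.94), *Dusp6* (0.094), *Spred3* (0.73), the list downstream of FGF2 (median -0.020) and the feedback list (median 0.063).

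With the term for the replicate set, signs changed with FGF10 for *Dusp5* (-0.19), *Dusp6* (0.18), *Spry4* (0.28) and the list downstream of FGF2 (-0.0065). Across the fits that left out 1 library, log2 values crossed 0 for *Dusp6* with FGF2 (from -0.55 to 0.89), and with FGF10 for *Dusp5* (-0.44 to 2.92), *Etv5* (-1.12 to 0.35), *Spry4* (-1.36 to 0.13), the feedback list (-0.71 to 0.071) and the list downstream of FGF2 (-0.083 to 0.17), and with FGF2 for the list downstream of FGF2 (-0.16 to 0.021) and the LSA markers (-0.016 to 0.14). None of these was called in any setting, and the cause was not tested.

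The list downstream of SHH was called in all settings under SAG, with medians from 0.75 to 0.91 and, without 1 library, from 0.67 to 0.99. The MSA markers passed 0.05 only with all 5 groups in one fit (median 0.70, adjusted p = 0.0440, range over alternatives up to 0.362).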

Differences from the paper's values

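Under SAG the log2(fold-change) of *Ptch1* was 2.50 against the paper's about 2.2 in Fig. 4n, read by eye, and that of *Nkx2-2* was 2.63 against the paper's about 1.5 in Fig. 4n, read by eye. Of the alternatives set before the data were examined, only the fit without DMSO replicate 3 came within the spread for both. The values of *Slc6a11*, *Cdk6* and *Golph3* lay within the replicate spread of those in Fig. 4n.

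On the −log10 scale the adjusted p of *Ptch1* was 2.76 against the paper's about 9.5 in Fig. 4n, read by eye, that of *Cdk6* 1.93 against about 6.0 in Fig. 4n, read by eye, and that of *Slc6a11* 1.07 against about 4.1 in Fig. 4n, read by eye. For *Golph3* it was 0.372 against about 2.3 in Fig. 4n, read by eye, and for *Nkx2-2* 0.3405 against about 1.5 in Fig. 4n, read by eye. Of the alternatives set before the data were examined, the filter on a mean of 10 counts came within 1.5 times for *Ptch1*, *Cdk6* and *Slc6a11*, no filter for *Slc6a11*, and DESeq2's Wald test for *Golph3*; none did for *Nkx2-2*.

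For FGF2 the log2(fold-change) of *Lpl* was at least 7.03 against the paper's about 2.2 in Supplementary Fig. 5d,e, read by eye, and that of *Me3* was -2.62 against about -1.8 in Supplementary Fig. 5d,e, read by eye. For FGF10 that of *Gm37584* was at least 6.91 against the paper's about 2.0 in Supplementary Fig. 5d,e, read by eye, and that of *Fam102b* (*Eeig2*) was 1.38 against about 1.2 in Supplementary Fig. 5d,e, read by eye. None of the alternatives set before the data were examined closed the gap for *Lpl* and *Gm37584*. The bounds of these 2 genes are in reads against a floor of 3 counts and are no bounds in molecules. Without PBS replicate 1 or FGF2 replicate 3, *Me3* came within the spread. *Fam102b* did so with DESeq2's size factors, the mean filter, DESeq2's Wald test, and without PBS replicate 1, PBS replicate 2 or FGF10 replicate 2.

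On the −log10 scale the adjusted p was 6.99e-05 for *Lpl*, *C2cd5* and *Me3* with FGF2, against the paper's about 3.3 for *Lpl* and *C2cd5* and about 2.2 for *Me3* in Supplementary Fig. 5d,e, read by eye. With FGF10 it was 1.22e-05 for *Fam102b* and *Gm37584*, against the paper's about 2.4 for both in Supplementary Fig. 5d,e, read by eye. DESeq2's Wald test, set before the data were examined, came within 1.5 times for *C2cd5*, *Me3* and *Fam102b*, and no alternative did for *Lpl* and *Gm37584*. Past the threshold were 0 genes for FGF2 against the paper's about 3 in Supplementary Fig. 5d,e, read by eye, and 0 for FGF10 against the paper's about 2 there; none of the alternatives set before the data were examined closed the gap.

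The paper states that *Slc6a11* rose significantly under SAG. Its adjusted p was 0.0854 in the edgeR test. It passed the threshold of the paper without a filter (4.79e-05), with the filter on a mean of 10 counts (0.000978) and with DESeq2's Wald test (2.44e-09), and, in DESeq2 fits chosen after seeing the values, with the prior (2.00e-09) and with all 5 groups (3.76e-06). *Cdk6*, at 0.0117, also passed it in these 5 fits. It did so too with all 5 groups (0.00789) or the replicate block (0.00418) in edgeR. *Golph3* passed it in the 3 DESeq2 fits among these 5 (0.00373, 0.00435 and 0.000187). *Nkx2-2* passed it in the same 3 DESeq2 fits, with −log10 adjusted p-values of 2.56, 2.45 and 2.67. *C2cd5*, *Me3*, *Lpl*, *Fam102b* and *Gm37584* passed it with DESeq2's Wald test and with all 5 groups in that test.

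A setting chosen after seeing the values, DESeq2's Wald test with all 5 groups and all 17 libraries in one fit and a normal prior on the fold changes, came within the paper's values throughout. It gave log2(fold-change) values of 2.16 for *Ptch1*, 1.72 for *Cdk6*, 1.16 for *Slc6a11*, 1.56 for *Golph3* and 1.52 for *Nkx2-2*, with −log10 adjusted p-values of 9.60, 6.10, 4.16, 2.31 and 1.53. For *Lpl*, *C2cd5* and *Me3* it gave 2.21, -1.76 and -1.77, for *Fam102b* and *Gm37584* 1.23 and 2.00, and 3 genes for FGF2 and 2 for FGF10. The methods name DESeq2 but neither the groups in the fit nor a prior.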

Other observations

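All tests on the replicate sets of the FGF experiment, those on zeros by depth and by single-library counts, and that on *Lpl* by random splits were chosen after the result was seen, and the others before.

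Other splits of the same libraries were fitted. For SAG against DMSO, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave 4 or more genes past the threshold, and the others gave 0. A share under 0.1 cannot be reached with 10 splits. For FGF2 against PBS, FGF10 against PBS and FGF2 against FGF10 the real count was 0. All 35 of the 35 splits gave at least as many, which any split must, so nothing follows from it. In each of these comparisons a single split gave any gene, the one that follows replicates 1 and 2 against replicates 3 and 4, with 120, 56 and 111 genes.

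The replicate sets of the FGF experiment differed in 586 of 14553 genes (346 higher and 240 lower in replicates 3 and 4, edgeR adjusted p under 0.05, treatment as covariate). Of 60 splits drawn that take 2 libraries of each group, 1, the real one, gave as many, and the largest other gave 275. Library size is argued against, since no limit on the total count placed more than 7 of the 11 libraries in their set, and the share of genes at 0 is argued against, since no limit on it placed more than 8. The cell cycle list was higher in replicates 3 and 4 (median log2(fold-change) 2.29, 10 of 10 genes higher, adjusted p = 2.24e-08 by limma's camera test over 9 lists), with *Top2a* at 279 CPM on average. More dividing cells may therefore account for part of the difference. Astrocyte markers were lower as a list (median -0.62, adjusted p = 1.55e-05 by camera). Of these markers 7 fell at an edgeR adjusted p under 0.05, but *Aldh1l1* rose by 0.80 (edgeR adjusted p = 0.00182). A loss of astrocytes alone would raise the markers of every other cell type. It is argued against as the whole cause by the neuron list, which was lower too (median -2.26, adjusted p = 7.85e-06 by camera). *Tubb3*, the most abundant neuron marker, was at only 39.2 CPM. The ependymal list, also lower (median -4.69, adjusted p = 2.89e-04 by camera), argues against it as well. That median is the value of *Ccdc153*, at 4.33 CPM. *Foxj1*, the most abundant ependymal marker at 211.7 CPM, fell by 1.27 on the log2 scale. A larger share of dividing cells would lower all 3 lists together and stays open, although *Aldh1l1* rose. The oligodendrocyte lineage list moved apart (median -0.27, adjusted p = 0.702), since *Olig1* and *Olig2* (1372 CPM) rose while 1 marker of the list fell (adjusted p under 0.05 from edgeR), and more cells of the lineage would raise all. The genes downstream of SHH (median -0.20, adjusted p = 0.263) and the canonical SHH targets (median -0.20, adjusted p = 0.448) did not rise as lists, against SHH activation, although *Ccnd1* and *Gas1* of the targets rose. Endothelial or mural markers (2 tested, median -2.06) and fibroblast markers (3 tested, median -1.19) both had an adjusted p of 0.263. No microglia or macrophage marker passed the filter, with a summed mean of 3.33 CPM. *Pdgfra* stands on both the fibroblast and the oligodendrocyte lineage list. Separate preparations of cells are a candidate explanation that the labels cannot test.

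Under SAG the same lists gave medians of 0.45 for the cell cycle (adjusted p = 0.263 by camera), -0.29 for astrocytes (0.146), -0.06 for the oligodendrocyte lineage (0.861), -1.50 for neurons (0.0192), -1.75 for ependymal cells (7.52e-04) and 1.59 for the canonical SHH targets (6.29e-06); of the endothelial or mural and the fibroblast markers 1 gene each was tested (-3.31 and -0.29). A score, the mean log2 CPM of the genes higher in replicates 3 and 4 of the FGF experiment minus that of the genes lower there, was 1.29 to 1.36 in the 3 SAG libraries and -0.18 to 0.020 in the 3 DMSO libraries (two-sided exact permutation test, p = 0.1, the smallest possible). *Id4* and *Tspan18*, chosen after their values were seen, fell under SAG by 1.46 and 1.93 (edgeR adjusted p = 0.0366 and 0.0468) and between the replicate sets by 1.37 and 1.28. *Ccnd1* rose by 2.33 and by 2.80.

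The 20 leading MSA markers of Fig. 2j had a median log2(fold-change) of 0.82 under SAG over the 13 tested, with 7 higher and 6 lower (adjusted p = 0.125 by camera over 9 lists), and from 0.095 without DMSO replicate 2 to 1.20 without SAG replicate 3. Adjusted over the list alone, *Slc6a11*, *Gria1* and *Itih3* had an adjusted p under 0.05; *Srgap1* fell most, by 0.61. The 20 leading LSA markers had a median of -0.29 over the 16 tested, with 6 higher and 10 lower (adjusted p = 0.811), and -0.49 to -0.037 in the fits without 1 library. *Gnao1*, which fell by 0.92 on the log2 scale, was the only one with an adjusted p under 0.05 over the list alone. *Gnao1* also fell by 1.37 between the replicate sets of the FGF experiment (adjusted p = 1.65e-06 from edgeR). The state of the cultures therefore stays open for this gene. *St6galnac5* rose most under SAG, by 2.11, and *Csmd1* fell most, by 3.69.

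Genes at 5 to 10 CPM were at 0 in 7.86% to 33.7% of cases per library. Sequencing depth is argued against, since counting reads at these depths leaves at most 3.55e-37 of these genes at 0 in any library. Switching off by treatment is argued against as the main source: pairs of libraries of a group shared 1.31 times as many zeros as independent zeros would, where 3.87 times would be seen if zeros followed the group, and pairs of different groups shared 1.23 times as many. The ratio between these was 1.06 (p = 0.0447 from 10000 permutations of the group labels), so a small part may follow the groups. Few captured molecules, each read many times, are a candidate explanation. Of 3846 genes read in a single library, the median count was 15, and 29.7% had a count of 1. If zeros follow a Poisson distribution of molecules, the libraries hold 148632 to 348822 molecules.

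DESeq2's calls for FGF2 against PBS were compared with groupings that mix treatments. In 5 drawn groupings, each side holding FGF2 and PBS libraries of both replicate sets, DESeq2 put 60 to 89 genes past the threshold, with a median of 83, against 75 for the real groups, and 4 of the 5 gave at least as many. The number of groupings was lowered from 6 to 5 to shorten the computation after all 6 had been seen, and the one no longer included had given the most genes, more than the real groups. Reads missing from single libraries by chance may therefore give as many calls as the treatment.

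*Lpl* had at most 3 counts in all 7 DMSO and PBS libraries and 91 to 876 counts in all 10 SAG, FGF2 and FGF10 libraries, and it was the only such gene. In 194 of 10000 random splits of the libraries into 10 and 7, at least 1 gene had this pattern. Few captured molecules would rarely give this pattern if zeros fell independently between libraries. Of the 4018 genes of this abundance, 6.07% to 21.3% had at most 3 counts in a given vehicle library. With independent zeros, these shares predict 0.00126 genes with this pattern. Pairs of libraries of a group shared 1.31 times, and other pairs 1.23 times, as many zeros as independent zeros would. The prediction may therefore be too low, and how strongly it argues against few captured molecules is not known. A response of *Lpl* to each of the 3 treatments is a hypothesis that was found and tested on the same libraries. In single comparisons its edgeR adjusted p was 0.500 for SAG and 1.00 for FGF2.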
